# Hepatic *Nfe2l2* Is Not an Essential Mediator of the Metabolic Phenotype Produced by Dietary Methionine Restriction

**DOI:** 10.3390/nu13061788

**Published:** 2021-05-24

**Authors:** Han Fang, Kirsten P. Stone, Sujoy Ghosh, Laura A. Forney, Landon C. Sims, LeighAnn Vincik, Thomas W. Gettys

**Keywords:** essential amino acid, nutrient sensing, obesity, integrated stress response, Nfe2l2, FGF21

## Abstract

The principal sensing of dietary methionine restriction (MR) occurs in the liver, where it activates multiple transcriptional programs that mediate various biological components of the response. Hepatic *Fgf21* is a key target and essential endocrine mediator of the metabolic phenotype produced by dietary MR. The transcription factor, *Nfe2l2*, is also activated by MR and functions in tandem with hepatic *Atf4* to transactivate multiple, antioxidative components of the integrated stress response. However, it is unclear whether the transcriptional responses linked to *Nfe2l2* activation by dietary MR are essential to the biological efficacy of the diet. Using mice with liver-specific deletion of *Nfe2l2* (*Nfe2l2*^fl/(Alb)^) and their floxed littermates (*Nfe2l2*^fl/fl^) fed either Control or MR diets, the absence of hepatic *Nfe2l2* had no effect on the ability of the MR diet to increase FGF21, reduce body weight and adiposity, and increase energy expenditure. Moreover, the primary elements of the hepatic transcriptome were similarly affected by MR in both genotypes, with the only major differences occurring in induction of the P450-associated drug metabolism pathway and the pentose glucuronate interconversion pathway. The biological significance of these pathways is uncertain but we conclude that hepatic *Nfe2l2* is not essential in mediating the metabolic effects of dietary MR.

## 1. Introduction

Reducing dietary methionine concentration from ~0.8% to 0.17% is the basis for the well-studied model of dietary methionine restriction (MR) first described by Orentreich et al. [1]. In addition to extending lifespan in rodents [1,2,3], dietary MR also produces short-term metabolic benefits that include inhibition of weight gain, reduced fat accumulation, reductions in tissue and circulating lipid levels, and enhancement of overall insulin sensitivity [4,5,6,7]. Dietary MR limits body weight and fat accumulation by increasing energy expenditure (EE) [5,8], and many of the accompanying metabolic improvements produced by MR are secondary to reduced adiposity and the associated decrease in markers of inflammation [9,10]. However, a critically important response to sensing of low methionine is the induction of hepatic fibroblast growth factor 21 (FGF21) [7,11], as most metabolic effects of dietary MR are FGF21-dependent [12]. The MR-induced increase in EE is due to FGF21 acting in the brain to increase sympathetic outflow to adipose tissue [13,14], but FGF21 also enhances insulin sensitivity through direct effects in peripheral tissues [12]. In addition, dietary MR produces significant inhibition of hepatic lipid metabolism through transcriptional effects that are FGF21 independent [12]. An important unresolved question is how the hepatic sensing of reduced methionine intake is translated into the complex series of transcriptional programs that are initiated within hours of introduction of the MR diet.

Transcriptional activation of FGF21 is an essential component of the integrated stress response (ISR) that occurs in the liver after dietary restriction of protein or essential amino acids like methionine [7,15]. The initial step of the ISR involves phosphorylation of eukaryotic initiation factor eIF2α by serine/threonine kinases that are activated by different cellular stresses (e.g., general control nonderepressible 2 (GCN2), heme-regulated inhibitor (HRI), PKR-like endoplasmic reticulum kinase (PERK) and protein kinase double-stranded RNA dependent (PKR). Although each is capable of phosphorylating and activating eIF2α, GCN2 and PERK are the kinases most responsive to nutritional perturbations. Activation of eIF2α produces an overall decrease in protein synthesis by limiting ribosomal translation of mRNA [16,17,18], while selectively de-repressing translation of genes containing specific upstream open reading frames in their promoters. Through increased duration of ribosomal scanning and re-initiation efficiency [19], proteins such as activating transcription factor 4 (ATF4) are recruited to promoters of genes such as FGF21 that mediate cellular stress responses [20,21]. It was originally thought that MR-induced stress signaling occurred solely through the canonical GCN2–eIF2α–ATF4 pathway [20,22,23,24], but recent work has shown that MR can produce its full range of metabolic effects in mice lacking GCN2 [25]. PERK was suggested as an alternative pathway linking MR to eIF2α in the absence of GCN2 [25], but subsequent studies showed that liver-specific deletion of PERK did not compromise the ability of MR to reduce body weight or increase eIF2α phosphorylation [26]. Another more recent study showed that liver-specific deletion of ATF4 also failed to compromise the ability of MR to increase transcription of hepatic FGF21 or reduce body weight [27]. Collectively, these studies suggest that each of these molecules are dispensable and not required for dietary MR to either activate the ISR or produce its full range of metabolic effects.

Nuclear factor erythroid 2-related factor 2 (Nfe2l2, NRF2) is an important stress-sensitive transcription factor that functions in concert with ATF4 to regulate components of the ISR program [28,29]. We have proposed that dietary MR also signals through PERK in the liver [25] to activate Nfe2l2 and its transcriptional program [30,31]. Nfe2l2 is a master regulator of oxidative stress responses in the liver [32], where its target genes catalyze conjugation of glutathione (GSH), amino acids, sulphates, glucuronic acid, acetyl residues, and methyl residues to activated xenobiotics. These reactions prevent ROS generation by xenobiotic auto-oxidation and irreversible protein inactivation by oxidative stress (reviewed in [33]). Given that dietary MR produces a significant decrease in hepatic GSH that could be activating Nfe2l2 through PERK [30,31,34,35,36,37,38,39], we have proposed that Nfe2l2 could be an important mediator of the transcriptional and biological responses to dietary MR [25]. Using mice with liver-specific deletion of *Nfe2l2* fed MR diets, it is shown that the absence of Nfe2l2 muted the diet-induced induction of P450-associated drug metabolism pathways, some Nfe2l2 target genes, and pentose glucuronate interconversion pathways, but had no significant effect on the ability of dietary MR to produce its primary transcriptional effects in liver or any of its metabolic effects.

## 2. Materials and Methods

### 2.1. Animals and Diets

All experiments were reviewed and approved by the Institutional Animal Care and Use Committee at Pennington Biomedical Research Center using the guidelines established by the National Research Council, Animal Welfare Act, and Public Health Service Policy on the humane care and use of animals. *Nfe2l2* floxed (C57BL/6-Nfe2l2tm1.1Sred/SbisJ; Stock No: 025433, *Nfe2l2^fl/fl^*) and Albumin-cre (B6.Cg-Speer6-ps1Tg(*Alb-cre*)21Mgn/J; Stock No: 003574) mice were obtained from Jackson Laboratory (Ellsworth, ME). Homozygous *Nfe2l2^fl/fl^* mice were bred to mice homozygous for the floxed *Nfe2l2* and with one copy of the *Alb-cre* gene, resulting in litters consisting of 50% *Alb-cre*-positive homozygous *Nfe2l2* floxed mice (*Nfe2l2^fl/(Alb)^*). The homozygous *Nfe2l2* floxed littermates (*Nfe2l2^fl/fl^*) served as control animals. The genotype of all mice was confirmed by real time PCR to confirm the absence of hepatic *Nfe2l2* mRNA. Animals were fed Purina diet #5001 from weaning until six weeks of age, at which time they were singly housed in shoebox cages with corncob bedding. All mice were switched to the previously described Control diet (Con; Dyets, Inc., Bethlehem, PA, USA) at this time and provided the Con diet for the subsequent two weeks before randomization to either the Con or MR diet groups. The Con diet contained 0.86% methionine and no cysteine, whereas the MR diet contained 0.17% methionine and no cysteine [5]. Diets were formulated as extruded pellets and fed ad libitum. The energy content of both diets was 15.96 kJ/g, with 18.9% of energy from fat, 64.9% from carbohydrates, and 14.8% from a custom L-amino acid mixture. Housing temperature was maintained at 23 °C and lights were on a 12 h on/off schedule. Water was provided ad libitum, and food and water intake were measured at weekly intervals. Additionally, body weight and composition were measured weekly. Body composition was assessed using nuclear magnetic resonance (NMR) spectroscopy (Bruker Minispec, Billerica, MA, USA). At the end of the study, animals were fasted for four hours prior to euthanasia via CO_2_-induced narcosis and decapitation. Trunk blood was collected for serum analyses and livers were harvested and snap frozen in liquid nitrogen and stored at −80 °C until analysis.

### 2.2. Experiment 1

Six-week-old male *Nfe2l2^fl/fl^* (Wild Type, WT) or *Nfe2l2^fl/(Alb)^* (liver-specific *NRF2* Knockout, KO) mice (*n* = 16–20 per genotype) were housed at 22–23 °C and given the Con diet for two weeks prior to being adapted to the Promethion indirect calorimetry (IDC) system (Sable Systems, Las Vegas, NV, USA) for three days. On day 3, half the mice of each genotype were randomized to receive the MR diet, while the remaining half continued to receive the Con diet. Mice remained in the calorimeter for an additional nine days to measure how energy expenditure (EE) changed over time after initial exposure to dietary MR.

### 2.3. Experiment 2

Six-week-old male WT or *NRF2* KO mice (*n* = 16–20 per genotype) were housed at 22–23 °C and given the Con diet for two weeks prior to being randomized to receive Con or MR diet for the following eight weeks. Body weight, composition, and food intake measurements were made at weekly intervals as described above. Following eight weeks on their respective diets, animals were acclimated for one week to the Promethion IDC system, followed by five days of data collection for assessment of EE. Animals were then returned to their home cages for a two-week re-equilibration prior to euthanasia and tissue harvest.

### 2.4. Analysis of Energy Expenditure

VO_2_ is expressed as liters (L) of O_2_ consumed per h, while Respiratory Exchange Ratio (RER) is the ratio of VCO_2_ produced to VO_2_ consumed. EE was calculated as (VO_2_ × (3.815 + (1.232 × RER)) × 0.96 kCal/h) × 4.019 kJ/kCal, and expressed as kJ/h/mouse as described by the manufacturer (Promethion, Sable Systems, N Las Vegas, NV, USA). Group differences in 24 h EE (kJ/h/mouse) at study’s end were compared using Analysis of Covariance (ANCOVA) (JMP Software, Version 15; SAS Institute Inc., Cary, NC, USA) to calculate least squares means that accounted for variation in EE attributable to differences in lean mass, fat mass, and activity among the mice. To evaluate the time-dependent changes in EE at the beginning of *Experiment 1*, the initial diet-dependent change in EE was calculated by subtracting basal EE from the daily nighttime measures of EE during the nine days after initial exposure to the MR diet on day 0. The MR diet-induced changes in mean nighttime EE measurements were compared to the corresponding measures of nighttime EE in mice of each genotype on the Con diet using a repeated measures two-way ANOVA and the Bonferroni correction to account for multiple comparisons as before [13].

### 2.5. RNA Isolation and qPCR of Nfe2l2 and ER Stress Target Genes

Total RNA was isolated from livers of WT and *NRF2* KO mice fed either Con or MR diets using RNeasy Mini kit (Qiagen, Valencia, CA, USA). RNA concentrations were measured using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). Total RNA was analyzed using the Agilent Bioanalyzer RNA 1000 chip as a quality control step to confirm the integrity of the RNA. Samples were verified to have RIN values > 7, indicating high quality RNA. Two μg of total RNA was used for reverse transcription to produce cDNA. mRNA expression for previously identified *Nfe2l2-* and ER stress-target genes [25] was measured using 10 ng cDNA via quantitative PCR using SYBR Green (Bio-Rad, Valencia, CA, USA), and mRNA concentrations of each target gene were standardized to cyclophilin expression. Primer sequences are provided in Supplementary Table S1.

### 2.6. RNAseq Analysis

RNA samples were processed for library construction using the Lexogen Quant-Seq 3’ mRNA-Seq Library Prep Kit. Completed libraries were analyzed on the Agilent Bioanalyzer High Sensitivity DNA chip to verify correct library size. All libraries were pooled in equimolar amounts and sequenced on the Illumina NextSeq 500 at 75 bp forward read and 6 bp forward index read. Primary data analysis was performed using the Lexogen Quantseq pipeline 2.3.6 FWD on the Bluebee platform for quality control, mapping, and read count tables. The gene expression profiles were assessed from 6 replicates for each genotype of each dietary group. 

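The deposited data hold read counts for 24 male mice, 6 in each of the groups WT Con, WT MR, NRF2 KO Con and NRF2 KO MR, with the diets (0.86% or 0.17% methionine) fed for 8 weeks from 8 weeks of age. In a QuantSeq library each transcript gives reads near its 3′ end, so a count measures that end of the gene and not its whole length. The authors deposited the raw count of reads on each of 15160 genes and, separately, the same counts divided by 1 DESeq2 size factor per mouse estimated over all 24 mice. Genes are listed by their Ensembl identifiers, of which 15119 have a symbol in GENCODE M21. The paper's text does not name the genome build, and the positions given with each gene are those of GENCODE M21 on GRCm38. Between 6197291 and 22414684 reads per mouse were counted on genes. Among the 22 mice kept by the paper the median was 14860992 in WT Con (n = 5), 11538109 in WT MR (n = 5), 15514868 in NRF2 KO Con (n = 6) and 16173154 in NRF2 KO MR (n = 6). A group in which no library had more than 3 counts of a gene is taken to be at the floor, and a fold change against it is given as a lower bound. Each mouse gave 1 library, and no batch term was used, because neither the labels nor the paper give a batch.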

CLC Genomics Workbench was used to process data. The expression profiling data have been deposited in NCBI under GEO accession GSE162964.

### 2.7. Bioinformatics Analysis

Prior to differential gene expression analysis, scaled normalized count data for samples from the 4 treatment groups (WT Con, WT MR, *NRF2* KO Con, and *NRF2* KO MR) were analyzed via principal component analysis (PCA) (using *prcomp* package in R, http://www.R-project.org) to cluster samples based on gene expression similarities, and to identify potential outliers. 

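In the principal component analysis of log2 CPM, counts scaled to a common library size, of the 13336 genes tested, centred and scaled per gene over the 24 mice, the first component held 17.1% of the variance and the second 13.8%. The mice labelled WT_CON_7604 and WT_MR_7612 lay farthest from the mean of the other mice of their group in the plane of these 2 components, with distances of 127 and 110.4. These are the mice without which the values below are given first, because the paper left 2 mice out as outliers in this kind of plot. The counts of genes and the lists are then given over all 24 mice, and single genes where the value or the call moved. With limma's sample quality weights, which lower the influence of a variable library without removing it, the weights of the same mice were 0.387 and 0.337.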

After removal of two outlier samples (see Supplementary Figure S1), differential analysis of RNA read count data was performed using DESeq2 software [40], which models read counts as a negative binomial distribution and uses an empirical Bayes shrinkage-based method to estimate signal dispersion and fold changes. Gene expression signals were logarithmically transformed (to base 2) for all downstream analyses (the lowest expression value being set to 1 for this purpose). Genes with an absolute log fold change ≥ 1 and false discovery rate (FDR) of 5% were considered as differentially expressed.

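Over the 22 mice, edgeR's quasi-likelihood test on counts normalized by its TMM method covered 13336 genes. At a false discovery rate of 5% by the Benjamini-Hochberg method, 1843 genes differed between WT MR and WT Con, of which 922 were higher on MR, and 396 of the genes also had an absolute log2 fold change of at least 1. Between NRF2 KO MR and NRF2 KO Con 1677 genes differed, 831 of them higher on MR, and 304 reached the fold change. On the Con diet 276 genes differed between NRF2 KO and WT mice, 107 of them higher in NRF2 KO, and 70 reached the fold change. On the MR diet the counts were 258, 74 and 83. The effect of MR differed between the genotypes, tested as the interaction of genotype and diet, for 6 genes, and 1008 genes had an unadjusted p under 0.05 in that test. Over all 24 mice the counts were 1793 for MR in WT, 1216 for MR in NRF2 KO, 318 for genotype on Con, 250 for genotype on MR and 4 for the interaction. Of the alternatives to this fit, the one that moved a count most in proportion was a score of clock genes added as a covariate, an alternative chosen after seeing the data, with which 7 genes differed by genotype on Con. In number of genes the largest move came from scaling by library size alone, with 2785 genes for MR in NRF2 KO. With each mouse left out in turn, MR changed between 1416 and 1974 genes in WT and between 1188 and 2027 in NRF2 KO. The genotype count on Con was lowest without WT_CON_7603, at 181 genes, and the interaction count ran from 3 without WT_MR_7611 to 12 without the library labelled WT_CON_7607.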

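Reading the stated criteria as a fold change of at least 1.3 in either direction with a false discovery rate of at most 0.3, 2734 genes met them for WT MR against WT Con and 2183 for NRF2 KO MR against NRF2 KO Con over the 22 mice. The pathway analysis itself runs on a commercial knowledge base that was not used here, so the gene lists and single genes below stand in for its pathways and regulators. Over all 24 mice the same criteria gave 2701 and 1998 genes. With 1.3 read as a log2 fold change, 297 and 249 genes were left. Leaving out each mouse in turn gave between 2599 and 2916 genes in WT and between 1954 and 2429 in NRF2 KO.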

*Ingenuity Pathway analysis (IPA)*—Pathway over-representation analysis was conducted using IPA (QIAGEN Inc., (Valencia, CA, USA, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)), considering 3179 differentially expressed genes from the WT MR to WT Con samples and 3405 differentially expressed genes from the *NRF2* KO MR to *NRF2* KO Con samples (absolute log fold change ≥ 1.3, FDR ≥ 0.3). Within IPA, the Upstream Regulator Analysis module was utilized to identify putative gene regulators responsible for the observed transcriptional patterns produced by the MR diet compared to the Con diet in the two genotypes. Several possible types of upstream regulators were considered but special emphasis was placed on identifying activation or inhibition of transcription factors, cytokine receptors, G protein-coupled receptors, and ligand-dependent nuclear receptors. Differential regulation of canonical pathways by the MR diet across genotype was also examined. Upstream regulators and canonical pathways with an activation z-score ≥2 or ≤2 were considered to be activated or inhibited, respectively. Heat maps were used to visualize upstream regulators and canonical pathways that were differentially affected by the MR diet in the two genotypes.

*Pre-ranked GSEA analysis*—Enrichment analysis of biological pathways (gene sets) was conducted via gene set enrichment analysis (GSEA) [41]. Specifically, the GSEA pre-ranked option was used [41] and enrichment was computed by first ranking all genes based on their log fold changes in the respective comparisons. Enrichment was computed either on user-defined custom pathways or pathways present in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [42] available from the Molecular Signatures Database repository (MSigDb, http://software.broadinstitute.org/gsea/msigdb [43]). Statistical significance for the observed enrichment was ascertained by permutation testing over size-matched gene sets. Gene sets with FDR ≤ 5% were considered as significantly enriched [44]. The individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list.

### 2.8. Serum Metabolite Analyses

Fasting serum FGF21 (R&D Systems; Minneapolis, MN, USA) was determined via enzyme-linked immunosorbent assays (ELISA) according to the manufacturers’ protocol.

### 2.9. Data Analysis

Body weight, adiposity, food intake, water intake, serum FGF21, and expression of specific genes were analyzed using two-way ANOVA (GraphPad Prism; San Diego, CA, USA) with genotype and diet as main effects, and residual variance used as the error term to calculate standard errors for group comparisons. Group differences in EE (kJ/h/mouse) at the end of the study were compared using ANCOVA as described previously [14,45], while EE changes over time during the run-in period (e.g., *Exp 1*) were tested using repeated measures two-way ANOVA as previously described [13]. The least square means ± SEM for each genotype × diet × time interaction were compared using residual variance. Protection against type I errors for all comparisons was set at 5% (α = 0.05).

## 3. Results

Cre recombinase driven by the albumin promoter (Alb) excises exon 5 in the hepatic *Nfe2l2* gene, resulting in a null allele. Primers were designed to detect mRNA transcribed from exon 5 including the excised portion and used to measure *Nfe2l2* gene expression in the livers of WT (*Nfe2l2^fl/fl^*) and *NRF2* KO (*Nfe2l2^fl/(Alb)^*) mice. Expression of *Nfe2l2* mRNA in livers of *NRF2* KO mice was decreased by 70–80% compared to the levels in WT mice (Figure 1A). The residual *Nfe2l2* mRNA expression most likely originates from resident macrophages in the liver.

### 3.1. Experiment 1

Time-dependent changes in EE were compared in WT and *NRF2* KO mice prior to and after initial introduction of the MR diet. During the initial two days when all mice were consuming the Con diet, the cycling of changes in daytime and nighttime EE were comparable between WT and *NRF2* KO mice (Figure 1B,C). After introduction of the MR diet the daytime and nighttime EE continued to be similar among the groups for 2 more days, but between days 3 and 4, a larger increase in nighttime EE in both WT and *NRF2* KO mice on the MR diet became evident (Figure 1B,C). During the subsequent 5 days (e.g., 5–9), both daytime and nighttime EE in WT and *NRF2* KO mice on the MR diet were increased compared to mice of each genotype on the Con diet (Figure 1B,C). To assess the timing of diet-dependent changes in EE after introduction of dietary MR in more detail, the average nighttime EE during the 2 day run-in period was subtracted from the nighttime means of each group after MR was introduced and plotted as diet-dependent changes in nighttime EE from days 1 through 9. Figure 1D shows that nighttime EE in the WT and *NRF2* KO mice on the Con diet was essentially unchanged over this period. Nighttime EE in the WT and *NRF2* KO mice on the MR diet was also similar to mice on the Con diet from days 1 to 2, but on day 3, nighttime EE became significantly higher in WT and *NRF2* KO mice on the MR diet compared to their respective controls (Figure 1D). From days 3 to 6, the nighttime means of EE in WT and *NRF2* KO mice on the MR diet continued to increase, while EE in the corresponding control groups remained stable over this period (Figure 1D). Although not shown, daytime EE followed a similar pattern of change among the four groups over the 9 day period. EE was also measured after eight weeks of dietary MR and as shown in Figure 1E, the MR diet produced comparable increases in total EE in WT and *NRF2* KO mice. EE of *NRF2* KO mice on the Con diet was slightly higher than WT mice on the Con diet, but the MR diet produced a similar increment of increase in EE in both genotypes (Figure 1E). Collectively, the findings show that the time-dependent increases in EE produced after initial introduction of dietary MR or after eight weeks of dietary MR are mostly unaffected by the absence of liver *Nfe2l2*.

### 3.2. Experiment 2

The initial body weights and composition of WT and *NRF2* KO mice were comparable, and both genotypes responded to dietary MR with a similar decrease in accumulation of body weight and adiposity over the following weeks (Figure 2A,B). The MR diet also produced comparable increases in energy (Figure 2C) and water intake (Figure 2D) in both genotypes. Serum FGF21 levels in mice on the Con diet did not differ between WT and *NRF2* KO mice, and MR increased serum levels to ~15 ng/mL in both genotypes (Figure 2E). However, because basal levels were slightly lower in *NRF2* KO compared to WT mice on the Con diet, the fold induction by MR was higher in the *NRF2* KO compared to WT mice (Figure 2E). Given that the ability of dietary MR to affect parameters of energy balance are thought to be entirely FGF21-dependent [12], it is not surprising that the absence of *Nfe2l2* did not compromise the ability of dietary MR to increase EE and energy intake, while reducing body weight and adiposity.

### 3.3. Real Time qPCR

*Nfe2l2* is viewed as a master regulator of the transcriptional response to oxidative stress, and its activation induces a comprehensive program of redox target genes (reviewed in [46]). To establish whether *Nfe2l2* plays an essential role in mediating hepatic transcriptional responses to MR, a combination of targeted and non-targeted transcriptomic analysis was employed. Previous bioinformatic analysis of the hepatic responses to MR identified a number of *Nfe2l2* target genes and ER stress-response genes that were up- or down-regulated in a manner consistent with *Nfe2l2* activation. qPCR analysis of a sampling of this gene set revealed complex, unanticipated effects of *Nfe2l2* deletion on their expression (Table 1). For example, basal expression of four *Nfe2l2* target genes (*aldehyde oxidase 1 [Aox1], glutathione-disulfide reductase [Gsr], thioredoxin reductase [Txnrd]1, glutamate-cysteine ligase catalytic subunit [Gclc]*) and three ER stress genes (*tribbles homolog 3 [Trb3], spliced X-Box-binding protein 1 [Xbp1s]*, and *Atf4*) was suppressed in *NRF2* KO mice on the Con diet, but the expression of these genes was unaffected by MR regardless of genotype (Table 1, highlighted in green). A second subset of genes also required *Nfe2l2* to maintain basal expression in mice on the Con diet (e.g., *epoxide hydrolase 1 [Ephx1]*, *superoxide dismutase 2 [Sod2], and glutathione-S-transferase alpha 2 [Gsta2]*), and the absence of *Nfe2l2* prevented their induction or repression by dietary MR (Table 1, highlighted in red). In a third subset of genes (e.g., *carbonyl reductase 1 [Cbr1], microsomal glutathione S transferase [Mgst3]*, and *NADPH quinone dehydrogenase 1 [Nqo1])*, basal expression was unaltered by the absence of *Nfe2l2*, but its absence did compromise the induction of these genes by MR in *NRF2* KO mice (Table 1, highlighted in blue). Basal expression was also unaffected by the absence of *Nfe2l2 in* a fourth subset of ER stress genes (e.g., *asparagine synthetase [Asns]*, *cytochrome P450 family 4 subfamily a polypeptide 14 [Cyp4a14]*, *Fgf21*, *phosphoserine aminotransferase 1 [Psat1], very low density lipoprotein receptor [Vldlr]*), and their induction by dietary MR was fully intact (Table 1, highlighted in yellow). Together, these findings suggest that dietary MR does not act singularly through *Nfe2l2* to mediate its transcriptional effects on genes collectively involved in the integrated stress response, and that a more complex regulatory model is needed to explain the transcriptional adaptation to reduced dietary methionine.

### 3.4. Differential Gene Expression in the Liver

To obtain a more in-depth and unbiased assessment of the respective responses of the two genotypes to dietary MR, we used RNAseq in conjunction with bioinformatic analysis to interrogate the transcriptional responses in livers from WT and *NRF2* KO mice fed the Con and MR diets. 

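The deleted gene was measured first in every mouse, since its count checks the labels. Nfe2l2 (ENSMUSG00000015839) lies on the minus strand of chromosome 2 from 75675513 to 75704641, and its last exon, exon 5, runs from 75675513 to 75677184. The 282 base pairs that the qPCR primers of the paper match in exon 5 lie between 75676410 and 75676691, with 897 nucleotides between them and the 3′ end of the transcript, where QuantSeq reads fall. It had 158 ± 93.0 (SD, n = 5) in WT Con, 100.1 ± 4.94 (SD, n = 5) in WT MR, 281 ± 43.9 (SD, n = 6) in NRF2 KO Con and 226 ± 15.8 CPM (SD, n = 6) in NRF2 KO MR. Reads at the 3′ end were thus more numerous in the NRF2 KO mice, on Con (two-sided exact permutation test, p = 0.024) and on MR (p = 0.0022 from the same exact test, the smallest that 6 mice against 5 allow). The library labelled WT_CON_7607 had 324 CPM, inside the range of the NRF2 KO Con mice, while the other 9 WT libraries lay between 94.0 and 125 CPM. Its count goes against its label, so every direction drawn below from the WT Con group rests in part on a library whose genotype is in doubt. Values without it are given for part of the results, and others moved too. Without it, for example, 1489 genes differed between WT MR and WT Con, against 1843 with it. The log2 fold change of NRF2 KO over WT was 0.83 on Con (standard error 0.21, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.18 on MR (standard error 0.22, adjusted p = 0.0035 in the same test). Without the library labelled WT_CON_7607 the value on Con was 1.27 (adjusted p = 6.4e-09 from edgeR's test, WT Con 116 ± 7.92 CPM, SD, n = 4, exact permutation p = 0.0048). The call on Con was lost in 20 of the 22 fits that each left out 1 mouse, and all 20 kept that library in WT Con. The lowest value on Con was 0.71, without WT_CON_7602. The call on MR was kept in all 22. With MR the log2 fold change was -0.66 in WT (adjusted p = 0.053 from edgeR's test), -0.21 without the library labelled WT_CON_7607, and -0.31 in NRF2 KO (adjusted p = 0.34). The change in WT was called over all 24 mice (-0.62, adjusted p = 0.036, edgeR's test) and without WT_CON_7602, WT_CON_7603, WT_CON_7605 or WT_CON_7608, and that in NRF2 KO, of the 22 fits without 1 mouse, in the one without the library labelled WT_CON_7607 (-0.31, adjusted p = 0.016, edgeR's test). For genotype the values over all 24 mice were 0.88 on Con and 1.19 on MR. The small RNA gene Gm24996 lies inside Nfe2l2 on the same strand, away from exon 5.

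**Figure D1:**
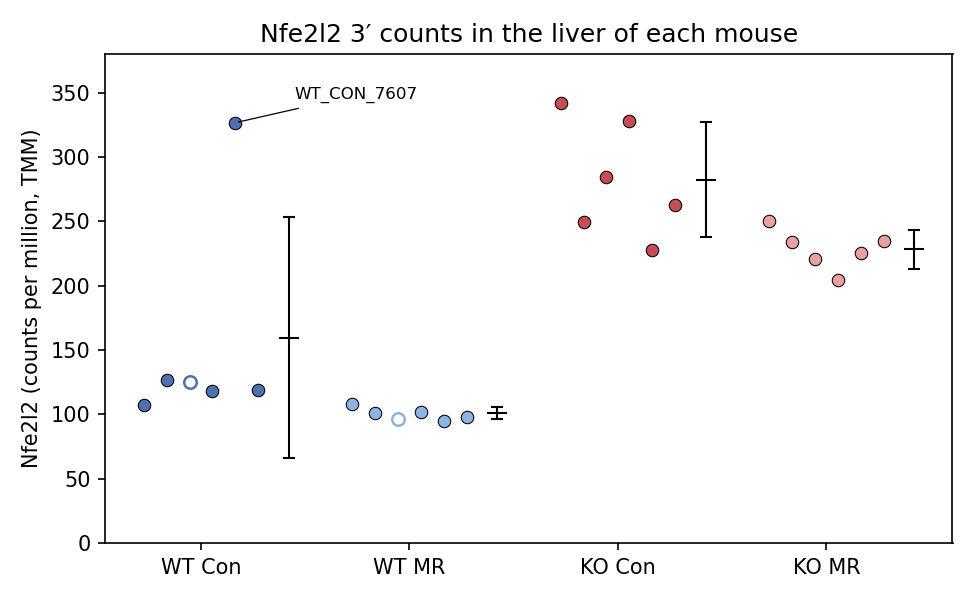
Nfe2l2 CPM in each mouse by group, with the mean and SD of the 22 mice kept by the paper beside them and open circles for the 2 mice the paper left out. The library labelled WT_CON_7607 sits among the NRF2 KO Con mice, whose values run from 228 to 339 CPM over the 22 mice.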

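Of the genes called in each genotype, 786 differed between MR and Con in both, 784 of them in the same direction and 2 in opposite directions. Independent lists of these sizes would share 232 genes (odds ratio 8.85, Fisher's exact test across genes, p = 1.1e-285, with genes not being independent replicates). Among the 1057 genes called in WT alone, 931 moved the same way in NRF2 KO, and the interaction passed the threshold for 2 of them. For the 891 called in NRF2 KO alone the numbers were 814 and 2. From all 24 mice 650 genes were called the same way in both, and over the fits without 1 mouse between 600 and 895. The 3 largest rises in WT were those of Slc7a11, Cox6a2 and Aldh1l2, and the 3 largest falls those of Hsd3b5, Gria3 and Orm3, among genes called, with at least 1 CPM on average and no overlap between the mice of both groups. Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49892526 to 50443614) was at or under 3 counts in the 5 WT Con libraries of the 22 mice and at least 46.2-fold higher in WT MR, with 8.75 ± 4.97 (SD, n = 5) CPM, while over all 24 mice, with 9.57 CPM in WT_CON_7604, its log2 fold change was 4.16 (adjusted p = 0.013 from edgeR's test). Cox6a2 (ENSMUSG00000030785, chromosome 7 from 128205435 to 128206387) rose from 0.343 ± 0.116 (SD, n = 5) to 7.71 ± 1.92 (SD, n = 5) CPM. Hsd3b5 (ENSMUSG00000038092, chromosome 3 from 98618634 to 98630252) fell in WT from 58.3 ± 53.2 (SD, n = 5) to 1.96 ± 3.47 (SD, n = 5) CPM, a log2 fold change of -4.89 (standard error 1.13, adjusted p = 0.0078 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in NRF2 KO from 110.4 ± 57.1 (SD, n = 6) to 4.05 ± 7.89 (SD, n = 6) CPM, a log2 fold change of -4.84 (standard error 0.94, adjusted p = 0.0027 in the same test). For Hsd3b5 every MR mouse lay below every Con mouse of its genotype. In NRF2 KO Cyp2a4 and Cyp3a44 were among the largest rises by the same criteria, and the 3 largest falls were those of Nat8f7, Mup11 and Hsd3b5. Cyp2a4, Cyp3a44, Mup11 and Nat8f7 have near-identical relatives whose reads the counting could have split, so their values are uncertain.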

A comparison of gene expression within genotype showed a statistically significant overlap of differentially expressed genes between the two genotypes. Using a pairwise comparison of 5286 genes with adjP ≤ 0.1 for log fold change of WT MR versus WT Con and *NRF2* KO MR versus *NRF2* KO Con, the correlation of the effect of MR in the two genotypes was highly significant (R^2^ = 0.64, *p* < 2.2 × 10^−16^, Supplementary Figure S2).

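With the smaller of the 2 adjusted p at most 0.1, 4070 genes entered the comparison of log2 fold changes over the 22 mice. Across these genes, which are not independent replicates, R² was 0.620 (Pearson r = 0.787), the slope of NRF2 KO on WT was 0.755, and 90.0% of the genes moved the same way. The comparison of MR in WT and that in NRF2 KO share no mice. Leaving out each mouse in turn gave R² from 0.540 without WT_CON_7605 to 0.654 without the library labelled WT_CON_7607, a jackknife standard error of 0.126. With all 24 mice R² was 0.663. The selection of genes moved it most, to 0.892 over the 1257 genes with both adjusted p at most 0.1 and to 0.497 over all 13336 genes tested.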

To further explore the systems biology of hepatic transcriptional responses to MR in the respective genotypes, Ingenuity Pathway Analysis (IPA) was used to screen differentially expressed genes against Ingenuity’s Knowledge Base annotated database to detect predicted activation or inhibition of canonical pathways and upstream regulators. This algorithm predicts changes in canonical pathways and transcription factor activity based on observed patterns of change in expression of genes known to be up- or down-regulated by specific transcription factors. Heat maps were constructed to illustrate the comparative effects of the MR diet in the two genotypes on the twenty most up- or down-regulated canonical pathways (Figure 3A) and transcription factors (Figure 3B). When canonical biological pathways were evaluated in terms of activation or inhibition, a similar conclusion was reached in terms of the relative effects of MR in the two genotypes (Figure 3A). For example, canonical pathways that were comparably activated across genotype include cholesterol biosynthesis, eIF2α signaling, *Nfe2l2*-mediated oxidative stress responses, xenobiotic metabolism, RhoGDI signaling, tRNA charging, and glutathione-mediated detoxification. 

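For tRNA charging, 20 of 38 listed symbols of cytosolic aminoacyl-tRNA synthetases, old and new symbols of the same genes among them, were tested. Their median log2 fold change under MR was 0.25 in WT, with 18 of the 20 genes higher (adjusted p = 4.0e-08 from limma's camera, Benjamini-Hochberg over 31 set tests), and 0.18 in NRF2 KO, with 17 higher (adjusted p = 3.4e-06 from camera). Their mean log2 CPM was higher in every MR mouse than in every Con mouse of its genotype (two-sided exact permutation tests, p = 0.0079 for 5 mice against 5 and p = 0.0022 for 6 against 6, the smallest that these numbers allow). In WT 10 genes were called over all genes and 12 when adjusted over the list alone, and in NRF2 KO 8 and 10. The interaction had a median of -0.02 (adjusted p = 0.087 from camera), and it changed sign in some of the fits without 1 mouse, from -0.05 without KO_MR_7625 to 0.02 without WT_CON_7605. The alternative that moved these medians most was scaling by library size alone, with 0.35 in WT and 0.33 in NRF2 KO. Without the library labelled WT_CON_7607 the WT median was 0.25, and over all 24 mice the medians were 0.25 and 0.18. Camera assumes an inter-gene correlation of 0.01, under which 25 of the 31 set tests passed an adjusted p of 0.05. Of all 31, 23 passed under limma's fry and 12 under camera with an estimated correlation. Gars (ENSMUSG00000029777, chromosome 6 from 55038007 to 55079500), chosen after its values were seen as the synthetase with the largest rise, went from 39.7 ± 2.86 (SD, n = 5) to 70.1 ± 7.38 (SD, n = 5) CPM in WT and from 38.2 ± 3.95 (SD, n = 6) to 66.9 ± 9.18 (SD, n = 6) CPM in NRF2 KO. For eIF2α signaling, a list of ATF4 target genes had 24 of 25 members tested, with a median of 0.88 in WT and 0.65 in NRF2 KO (adjusted p = 1.5e-16 and 2.0e-20 from camera, over a family of 80 list tests). The median of its interaction was -0.02 (adjusted p = 0.88 from camera). The mean log2 CPM of the list went from 3.74 to 4.78 in WT and from 3.56 to 4.69 in NRF2 KO. Its member Asns (ENSMUSG00000029752, chromosome 6 from 7675169 to 7693254) rose from 4.79 ± 1.08 (SD, n = 5) to 82.3 ± 7.40 (SD, n = 5) CPM in WT and from 4.22 ± 1.5 (SD, n = 6) to 60.5 ± 12.7 (SD, n = 6) CPM in NRF2 KO, log2 fold changes of 4.09 and 3.86 (adjusted p = 9.1e-10 and 5.9e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 5 WT MR and all 6 NRF2 KO MR mice above every Con mouse of their genotype.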

Inhibited pathways, which were mostly immune related, were slightly more repressed in livers from WT mice (Figure 3A). 

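Of the immune genes, a list of 39 interferon-stimulated genes had a median log2 fold change under MR of -0.65 in WT, with 1 gene higher (adjusted p = 4.5e-14 from camera), and of -0.41 in NRF2 KO, with 3 higher (adjusted p = 2.9e-12). The mean log2 CPM of the list was 4.29 ± 0.25 (SD, n = 5) in WT Con and 3.68 ± 0.28 (SD, n = 5) in WT MR (two-sided exact permutation test, p = 0.016), and 4.20 ± 0.10 (SD, n = 6) in NRF2 KO Con and 3.71 ± 0.19 (SD, n = 6) in NRF2 KO MR (p = 0.0022 from the same exact test). Both calls were lost with an estimated correlation between genes. In WT 18 of the genes were called over all genes and 24 adjusted over the list alone, and in NRF2 KO 18 and 21. The interaction had a median of 0.10 (adjusted p = 0.088 from camera), so the larger fall in WT was not past the threshold. The interaction passed the threshold in 6 of the 22 fits that each left out 1 mouse, among them those without the library labelled WT_CON_7607 (0.17) and without WT_MR_7611 (0.23, the highest), with the others being those without WT_CON_7608, WT_MR_7613, KO_MR_7629 and KO_MR_7631, and it was lowest without WT_CON_7602, at 0.02. From all 24 mice the medians were -0.63, -0.40 and 0.13. In 13 acute phase genes the median was -0.56 in WT and -0.92 in NRF2 KO (adjusted p = 2.9e-04 and 2.4e-04 from camera), calls that an estimated correlation did not keep, and the median of the interaction was -0.03. The mean log2 CPM of these genes went from 5.86 ± 0.51 (SD, n = 5) to 4.73 ± 0.28 (SD, n = 5) in WT. In NRF2 KO it went from 5.71 ± 0.33 (SD, n = 6) to 4.77 ± 0.33 (SD, n = 6), so the mean did not fall further there.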

Overall, the directionality of the effects of MR between genotypes was consistent across all canonical pathways, and the only differences noted were in the strength of activation or inhibition of some pathways (Figure 3A). Comparison of the top upstream regulators inhibited by MR in WT and *NRF2* KO mice shows that the translational regulator LARP, an RNA-binding protein that regulates translation of target mRNA species downstream of the mTORC1 complex, and Rictor (mTORC1 component) are strongly downregulated by MR in both genotypes (Figure 3B). 

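The pathway analysis predicts a regulator's activity from its targets, whereas the counts measure its own mRNA. Larp1 (ENSMUSG00000037331, chromosome 11 from 58009064 to 58062034) had 157 ± 24.4 (SD, n = 5) CPM in WT Con and 168 ± 21.3 (SD, n = 5) in WT MR, a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.58 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRF2 KO it was 0.20 (standard error 0.10, adjusted p = 0.16 in the same test), from 155 ± 19.3 (SD, n = 6) to 178 ± 10.1 (SD, n = 6) CPM. 3 of 5 WT and 6 of 6 NRF2 KO mice showed these directions, and without WT_CON_7608 the WT value was 0.04. Rictor (ENSMUSG00000050310, chromosome 15 from 6708379 to 6800401) had 13.5 ± 2.18 (SD, n = 5) CPM in WT Con, 15.3 ± 0.801 (SD, n = 5) in WT MR, 12.9 ± 1.48 (SD, n = 6) in NRF2 KO Con and 16.2 ± 2.34 (SD, n = 6) in NRF2 KO MR. Its log2 fold change was 0.19 in WT (adjusted p = 0.29) and 0.34 in NRF2 KO (adjusted p = 0.032, edgeR's test in both). The second call was lost without KO_CON_7617, KO_CON_7620, KO_CON_7621, KO_MR_7628 or KO_MR_7629, and over the fits without 1 mouse the value lay between 0.27 and 0.38. Across all 24 mice the values were 0.13 and 0.21 for Larp1 and 0.19 and 0.34 for Rictor.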

TNF, interferon gamma, and other genes associated with inflammatory signaling are also comparably inhibited by MR in both genotypes (Figure 3B). 

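Tnf itself had too few counts to be tested, with between 5 and 13 reads per library in WT Con, 1 and 5 in WT MR, 2 and 6 in NRF2 KO Con, and 1 and 6 in NRF2 KO MR. Ifng and Csf2 are not among the genes listed in the counts, so no difference in them was detectable at this depth. Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481) fell from 28.9 ± 3.51 (SD, n = 6) CPM in NRF2 KO Con to 14.9 ± 2.95 (SD, n = 6) in NRF2 KO MR, a log2 fold change of -0.96 (standard error 0.19, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT it went from 26.3 ± 5.10 (SD, n = 5) to 18.8 ± 7.46 (SD, n = 5) CPM, with -0.46 (standard error 0.21, adjusted p = 0.15 in the same test), and was called only without WT_MR_7611, at -0.66, while without WT_MR_7609 it was -0.30. The fall was seen in 6 of 6 NRF2 KO MR mice and in 4 of 5 WT MR mice. Across all 24 mice the values were -0.95 and -0.50.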

Transcription factors and upstream regulators that were strongly activated by MR in both genotypes included MYCN, MYC, the transcriptional repressor MLXIPL, the mitochondrial mRNA processing protein PNPT1, and the transcriptional co-activator TRIM24. 

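The mRNA of the 5 named regulators was measured directly. Mycn (ENSMUSG00000037169, chromosome 12 from 12936093 to 12941914) was the lowest of them in abundance. In WT it fell from 0.588 ± 0.257 (SD, n = 5) CPM to at or under 3 counts in every WT MR library, at least 2.22-fold lower, and in NRF2 KO it fell from 0.756 ± 0.388 (SD, n = 6) to 0.115 ± 0.104 (SD, n = 6) CPM, a log2 fold change of -2.74 (standard error 0.50, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trim24 (ENSMUSG00000029833, chromosome 6 from 37870811 to 37966296) rose from 18.4 ± 4.64 (SD, n = 5) to 33.9 ± 16.3 (SD, n = 5) CPM in WT and from 19.6 ± 2.87 (SD, n = 6) to 44.9 ± 10.2 (SD, n = 6) in NRF2 KO. Its log2 fold changes were 0.87 in WT and 1.20 in NRF2 KO (adjusted p = 0.036 and 0.0033 in the same test). The call in WT was lost without the library labelled WT_CON_7607 (0.91) and without WT_CON_7602, WT_CON_7603, WT_CON_7605, WT_MR_7609 or WT_MR_7615, and the value lay between 0.61 and 1.04 over the fits without 1 mouse. Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374), Mlxipl (ENSMUSG00000005373, chromosome 5 from 135089890 to 135138382) and Pnpt1 (ENSMUSG00000020464, chromosome 11 from 29130744 to 29161828) were not called in either genotype. Their log2 fold changes were 0.70 in WT and 0.97 in NRF2 KO for Myc, 0.16 in WT and 0.15 in NRF2 KO for Mlxipl, and 0.17 in WT and 0.24 in NRF2 KO for Pnpt1, with adjusted p in the same test of 0.55 and 0.35, 0.61 and 0.61, and 0.66 and 0.46. In WT the lowest values over the fits without 1 mouse were 0.20 for Myc without WT_MR_7613, and 0.02 for Mlxipl and 0.02 for Pnpt1 without WT_MR_7611. Without KO_CON_7622 alone, Myc was called in NRF2 KO, at 2.11. The rise of Trim24 was seen in 4 of 5 WT MR and 6 of 6 NRF2 KO MR mice. In all 24 mice the values of Trim24 were 1.02 and 1.21, that of Mycn in NRF2 KO was -2.74, and those in WT were 0.20 for Myc and 0.09 for Pnpt1.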

Of particular note is that IPA detected a comparable activation of *Nfe2l2* in WT and *NRF2* KO mice (Figure 3B). This finding suggests that many of the predicted *Nfe2l2* target genes receive multiple additional regulatory inputs in the context of the MR diet. 

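A list of 37 known NRF2 target genes was tested in both genotypes. Its median log2 fold change under MR was 0.83 in WT, with 33 genes higher and 25 called, and 0.49 in NRF2 KO, with 29 higher and 17 called, 16 of these upward (adjusted p = 1.2e-28 and 6.2e-13 from camera). Adjusted over the list alone the calls were 29 and 22. Neither median changed when genes at or under 3 counts were set at their bound. Averaged over the list, log2 CPM was 5.62 ± 0.42 (SD, n = 5) in WT Con, 6.84 ± 0.09 (SD, n = 5) in WT MR, 4.77 ± 0.07 (SD, n = 6) in NRF2 KO Con and 5.47 ± 0.15 (SD, n = 6) in NRF2 KO MR, and on each diet every NRF2 KO mouse lay below every WT mouse (two-sided exact permutation tests, p = 0.0022 on each diet). Compared with WT, the median in NRF2 KO was -0.64 on Con and -1.16 on MR (adjusted p = 1.4e-36 and 1.1e-85 from camera). The rise under MR differed between the genotypes by a median interaction of -0.26, with 6 of the 37 genes above 0 (adjusted p = 1.4e-09 from camera), a call that was lost with an estimated correlation. Leaving out the library labelled WT_CON_7607 gave medians of 0.70 for MR in WT, -0.72 for genotype on Con and -0.17 for the interaction, and leaving out WT_CON_7608 gave -0.42 for the interaction. In all 24 mice they were 0.80 for MR in WT, 0.50 for MR in NRF2 KO, -0.87 and -1.28 for genotype on Con and on MR, and -0.17 for the interaction. Nqo1 (ENSMUSG00000003849, chromosome 8 from 107388225 to 107403206) rose from 4.28 ± 2.00 (SD, n = 5) to 14.5 ± 2.94 (SD, n = 5) CPM in WT and from 0.998 ± 0.313 (SD, n = 6) to 3.74 ± 1.62 (SD, n = 6) in NRF2 KO, log2 fold changes of 1.74 and 1.90 (adjusted p = 5.8e-04 and 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Abcc4 (ENSMUSG00000032849, chromosome 14 from 118482692 to 118706219) rose from 2.58 ± 0.490 (SD, n = 5) to 24.4 ± 8.96 (SD, n = 5) CPM in WT and from 2.67 ± 0.324 (SD, n = 6) to 4.10 ± 1.64 (SD, n = 6) in NRF2 KO, and its interaction of -2.60 (standard error 0.35, adjusted p = 0.0020 in the same test) was called over the 22 mice and not over all 24 (-2.78). Its rise in NRF2 KO, 0.62 in 5 of 6 mice, was not called (adjusted p = 0.10 in the same test), and moved to 0.38 without KO_MR_7629 and to 0.75, where it was called, without KO_MR_7625.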

When viewed collectively over a range of canonical pathways and upstream regulators, the responses to the MR diet in WT and *NRF2* KO mice were convincingly comparable (Figure 3A,B).

To explore the impact of genotype and diet on the transcriptome more fully, we used GSEA to identify gene sets that are enriched across genotype and KEGG pathways that are activated or inhibited by MR in both genotypes. For example, the GSEA enrichment plots and associated heat maps for the KEGG Drug Metabolism Cytochrome P450 pathway presented in Figure 4A,B show that dietary MR produces a comprehensive activation of components of this pathway in both WT and *NRF2* KO mice. 

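The 45 genes printed in the heat maps of the Drug Metabolism Cytochrome P450 pathway were all tested. Because the paper chose them on these mice, calls adjusted over the list alone are not independent evidence. Under MR their median log2 fold change was 0.62 in WT, with 32 of 45 higher (adjusted p = 1.7e-10 from camera), and 0.30 in NRF2 KO, with 30 of 45 higher (adjusted p = 7.2e-06). Of the genes, 20 were called in WT, all upward, and 22 in NRF2 KO, of which 17 were upward, against 22 and 28 adjusted over the list alone. In both genotypes the mean log2 CPM was higher in every MR mouse than in any Con mouse, at 5.74 ± 0.25 (SD, n = 5) in WT Con, 6.5 ± 0.18 (SD, n = 5) in WT MR, 5.30 ± 0.10 (SD, n = 6) in NRF2 KO Con and 5.95 ± 0.12 (SD, n = 6) in NRF2 KO MR (two-sided exact permutation tests, p = 0.0079 in WT and p = 0.0022 in NRF2 KO). The WT median depended most on the members, falling to 0.19 without the glutathione transferase genes, and to 0.39 without WT_MR_7615. It was 0.56 without the library labelled WT_CON_7607, and over all 24 mice the medians were 0.60 and 0.31. Gsta2 (ENSMUSG00000057933, chromosome 9 from 78331018 to 78355788), whose reads the counting could have shared with Gsta1 and Gm10639, rose from 16.8 ± 12.4 (SD, n = 5) to 126 ± 21.5 (SD, n = 5) CPM in WT and from 2.79 ± 0.640 (SD, n = 6) to 16.9 ± 4.98 (SD, n = 6) CPM in NRF2 KO. Its log2 fold changes were 2.89 (standard error 0.38, adjusted p = 9.6e-05) and 2.60 (standard error 0.41, adjusted p = 5.1e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.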

An MR-dependent increase in xenobiotic metabolism was detected by IPA in both WT and *NRF2* KO mice as well (Figure 3A). This is likely due to the substantial overlap between these pathways across platforms. On its surface these findings suggest that the absence of *Nfe2l2* had little impact on activation of these pathways by MR. However, heat maps of the KEGG Drug Metabolism pathway show that the genes in this pathway are more highly expressed in WT versus *NRF2* KO mice on both the MR diet (Figure 4C) and the Con diet (Figure 4D). Together, these findings suggest that *Nfe2l2* may be important in maintaining basal expression of genes within this pathway but is not essential in mediating the MR-dependent increase in their expression. This is reminiscent of our findings for a subgroup of *Nfe2l2*-sensitive genes in Table 1, where the absence of *Nfe2l2* impacted their basal expression but not their induction.

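Between genotypes, the median log2 fold change of the 45 genes in NRF2 KO against WT mice was -0.19 on the Con diet, with 14 genes higher in NRF2 KO (adjusted p = 2.0e-07 from camera), and -0.31 on the MR diet, with 11 higher (adjusted p = 6.9e-17). When genes at or under 3 counts were set at their bound, the median on Con was -0.13. On Con 8 genes were called and 9 adjusted over the list alone, and on MR 11 and 19. Every called gene was lower in NRF2 KO. The mean log2 CPM differed by genotype on Con (two-sided exact permutation test, p = 0.0043) and on MR (p = 0.0022 in the same exact test), with all 6 NRF2 KO mice of each diet below the WT mean. On Con the call was lost without the glutathione transferase genes, where the median was -0.08 over 31 genes. With the library labelled WT_CON_7607 left out the median on Con was -0.21, and over all 24 mice the medians were -0.12 on Con and -0.26 on MR. In Gsta2 the log2 fold change was -2.62 on Con (standard error 0.42, adjusted p = 0.0020 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.91 on MR (standard error 0.36, adjusted p = 6.4e-05 in the same test). Gstm3 (ENSMUSG00000004038, chromosome 3 from 107963696 to 107969283), 1 of a family of near-identical genes, had 62.7 ± 64.8 (SD, n = 5) CPM in WT Con and 10.5 ± 4.57 (SD, n = 6) in NRF2 KO Con, -2.59 on the log2 scale (adjusted p = 0.012). Leaving out WT_CON_7608 moved it to -1.70. On MR it had 328 ± 162 (SD, n = 5) CPM in WT and 39.9 ± 19.2 (SD, n = 6) in NRF2 KO, -3.04 on the log2 scale (adjusted p = 0.0025, edgeR's test in both).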

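The difference between genotypes in the response of the 45 genes to MR was tested as the interaction. Its median was -0.18, with 15 of 45 genes above 0 (adjusted p = 0.0033 from camera). Over all genes 0 of them were called, with 2 called adjusted over the list alone. Leaving the library labelled WT_CON_7607 out gave -0.04, still past the threshold, and over all 24 mice it was -0.07. The call was lost under fry, under an estimated correlation, in a pre-ranked enrichment test by fgsea, and without the UDP-glucuronosyltransferase genes (-0.06).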

The KEGG Ribosome pathway is another example where GSEA detected a significant impact of the absence of *Nfe2l2* in the response to MR, but in this case basal expression of genes within this pathway were unaffected in *NRF2* KO mice compared to WT mice. 

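Of 83 listed cytosolic ribosomal protein genes, which include all those printed in the heat maps of the Ribosome pathway, 82 were tested. On the Con diet their median log2 fold change in NRF2 KO against WT was 0.05, with 61 of 82 genes higher (adjusted p = 0.083 from camera), and 0 genes were called. Average log2 CPM was 7.31 ± 0.12 (SD, n = 5) in WT Con and 7.35 ± 0.20 (SD, n = 6) in NRF2 KO Con, a difference smaller than the spread between mice (two-sided exact permutation test, p = 0.70). In all 24 mice the median was 0.02, and it was 0.03 without the library labelled WT_CON_7607. It passed the threshold in 4 of the 22 fits that each left out 1 mouse, those without WT_CON_7602, KO_CON_7617, KO_CON_7618 (the highest, 0.09) and KO_CON_7620, and was -0.00061 without KO_CON_7623. Reads of ribosomal protein genes could have been shared with their many pseudogenes in the counting. Rpl12 (ENSMUSG00000038900, chromosome 2 from 32961559 to 32965345) had 164 ± 26.2 (SD, n = 5) CPM in WT Con and 154 ± 37.1 (SD, n = 6) in NRF2 KO Con, a log2 fold change of -0.09 (standard error 0.12, adjusted p = 0.80 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which ran from -0.22 without KO_CON_7622 to -0.01 without WT_CON_7602 and was -0.18 over all 24 mice.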

Dietary MR produced a strong induction of the KEGG Ribosome pathway in WT mice (Figure 5A) whereas MR was relatively ineffective in *NRF2* KO mice (Figure 5B). These findings point to a previously unappreciated role for *Nfe2l2* in mediating the MR-dependent effects on the KEGG Ribosome pathway. 

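Under MR the 82 ribosomal protein genes had a median log2 fold change of 0.51 in WT, where 82 of 82 rose (adjusted p = 1.3e-51 from camera), and of 0.29 in NRF2 KO, where 79 of 82 rose (adjusted p = 2.4e-20). The number called was 71 in WT and 43 in NRF2 KO, and 77 and 61 adjusted over the list alone. Their mean log2 CPM reached 7.82 ± 0.08 (SD, n = 5) in WT MR and 7.64 ± 0.08 (SD, n = 6) in NRF2 KO MR, above the Con groups in both genotypes (two-sided exact permutation tests, p = 0.0079 in WT and p = 0.0087 in NRF2 KO). On the MR diet the median in NRF2 KO against WT was -0.17, lower for all 82 genes (adjusted p = 1.8e-14 from camera), with 4 called and 20 adjusted over the list alone (exact permutation p = 0.0087 for the mean log2 CPM). With an estimated correlation the calls in NRF2 KO and between genotypes on MR were lost and that in WT was kept. Across all 24 mice the medians were 0.53, 0.30 and -0.21, and without the library labelled WT_CON_7607 the WT median was 0.48. In Rpl12 the log2 fold change under MR was 0.86 in WT (298 ± 24.7 (SD, n = 5) CPM in WT MR, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.51 in NRF2 KO (219.5 ± 10.7 (SD, n = 6) CPM in NRF2 KO MR, adjusted p = 0.0051 in the same test).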

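The interaction tests whether MR raised the ribosomal protein genes less in NRF2 KO than in WT. Its median was -0.22, with 0 of 82 genes above 0 (adjusted p = 1.5e-17 from camera), and 0 genes were called, over all genes or adjusted over the list alone. The median lay between -0.27 and -0.18 over the fits that each left out 1 mouse, was -0.21 without the library labelled WT_CON_7607, and was -0.24 over all 24 mice. In fry the call was kept and with an estimated correlation it was lost.

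**Figure D2:**
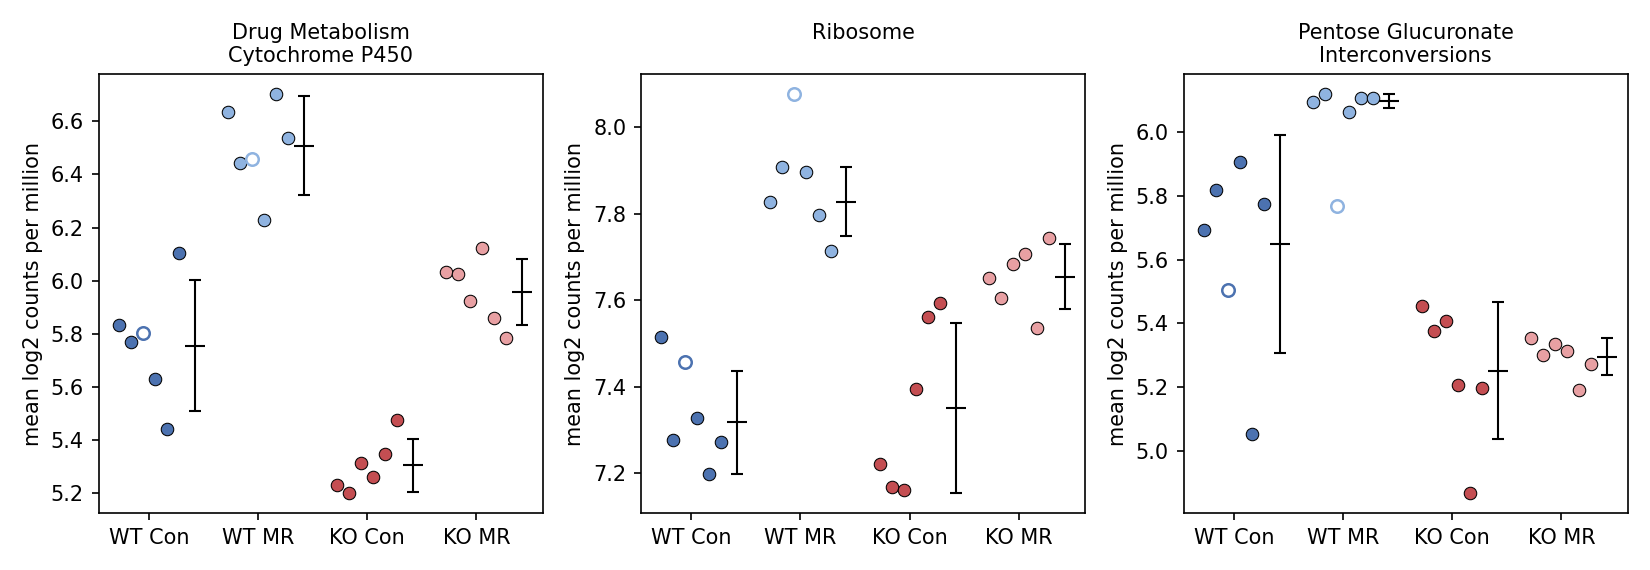
Mean log2 CPM of the Drug Metabolism, Ribosome and Pentose Glucuronate genes in each mouse by group, with the mean and SD of the 22 mice kept by the paper and open circles for the 2 mice left out. The Ribosome genes average 7.82 in WT MR and 7.64 in NRF2 KO MR.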

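The 15 genes printed in the heat map of the Pentose Glucuronate Interconversions pathway, chosen by the paper on these mice, were all tested. In NRF2 KO against WT mice on Con their median log2 fold change was -0.23, with 5 of 15 higher (adjusted p = 4.5e-04 from camera), and 3 genes were called, or 4 adjusted over the list alone, which is not independent evidence here. Average log2 CPM was 5.64 ± 0.34 (SD, n = 5) in WT Con and 5.25 ± 0.21 (SD, n = 6) in NRF2 KO Con (two-sided exact permutation test, p = 0.050). The call was lost without the UDP-glucuronosyltransferase genes (-0.08 over 7 genes) and with an estimated correlation. Leaving out KO_CON_7622 moved the median to -0.07 and leaving out WT_CON_7602 moved it to -0.38. The value was -0.19 without the library labelled WT_CON_7607 (adjusted p = 1.3e-14 from camera). Under MR the median in NRF2 KO was 0.10, with 8 of 15 higher (adjusted p = 0.90 from camera), and of the 5 genes called 2 rose. Their mean log2 CPM in NRF2 KO MR was 5.28 ± 0.06 (SD, n = 6), within the spread of the Con mice (exact permutation p = 0.77). Leaving out KO_CON_7621 brought this median to 0.06. From all 24 mice the medians were -0.23 for genotype on Con and 0.11 for MR in NRF2 KO. Ugdh (ENSMUSG00000029201, chromosome 5 from 65413221 to 65435949), which encodes UDP-glucose dehydrogenase, had 93.6 ± 33.6 (SD, n = 5) CPM in WT Con, 42.9 ± 7.83 (SD, n = 6) in NRF2 KO Con and 89.3 ± 15.2 (SD, n = 6) in NRF2 KO MR. It was lower in NRF2 KO on Con, with a log2 fold change of -1.13 (standard error 0.20, adjusted p = 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and rose in NRF2 KO under MR by 1.06 (standard error 0.19, adjusted p = 0.0014 in the same test).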

The KEGG Pentose Glucuronate Interconversions pathway is another example where the absence of hepatic *Nfe2l2* had little effect on expression of genes within this pathway in mice on the Con diet, but MR produced essentially no induction of pathway genes in *NRF2* KO mice (Figure 5C). In contrast, MR produces a robust induction of the KEGG Pentose Glucuronate Interconversions pathway in WT mice (Figure 5C). 

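In WT the median log2 fold change of the 15 genes under MR was 0.26, with 10 of 15 higher (adjusted p = 7.9e-05 from camera), 5 called and 6 adjusted over the list alone. Average log2 CPM in WT MR was 6.09 ± 0.02 (SD, n = 5), above every WT Con mouse (two-sided exact permutation test, p = 0.0079). The median was 0.15 without the library labelled WT_CON_7607, past the threshold as before, and the call was lost with an estimated correlation. On MR the NRF2 KO mice were lower than the WT mice, with a median of -0.58 (adjusted p = 3.6e-20 from camera), 6 genes called and 10 adjusted over the list alone (exact permutation p = 0.0022). The interaction had a median of -0.39, with 2 of 15 genes above 0 (adjusted p = 9.6e-08 from camera, kept under fry and under an estimated correlation), and -0.35 without the library labelled WT_CON_7607. In all 24 mice the 3 medians were 0.25, -0.53 and -0.33. Ugt2b35 (ENSMUSG00000035811, chromosome 5 from 87000860 to 87013275), a UDP-glucuronosyltransferase with close relatives nearby, rose in WT from 106 ± 49.5 (SD, n = 5) to 244 ± 33.1 (SD, n = 5) CPM, a log2 fold change of 1.20 (standard error 0.31, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRF2 KO it had 28.9 ± 3.07 (SD, n = 6) CPM on Con and 33.0 ± 5.06 (SD, n = 6) on MR, with 0.19 (adjusted p = 0.72 in the same test). Its interaction of -1.01 (standard error 0.42) had an adjusted p of 0.59 in that test, and passed the threshold only without the library labelled WT_CON_7607, at -0.74.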

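A list of 26 genes of cholesterol biosynthesis and known targets of the transcription factor SREBP2 was tested, since the paper's text and figures do not name the members of its own set. Under MR the median log2 fold change was 0.35 in WT, with 22 genes higher, 9 called and 12 adjusted over the list alone (adjusted p = 3.5e-05 from camera). In NRF2 KO it was 0.59, with 25 higher, 13 called and 19 adjusted over the list alone (adjusted p = 3.6e-12). Both calls were kept under fry and lost under an estimated correlation. Average log2 CPM was 6.32 ± 0.30 (SD, n = 5) in WT Con, 6.72 ± 0.12 (SD, n = 5) in WT MR, 6.22 ± 0.39 (SD, n = 6) in NRF2 KO Con and 6.82 ± 0.25 (SD, n = 6) in NRF2 KO MR (two-sided exact permutation tests of diet, p = 0.016 in WT and p = 0.0065 in NRF2 KO). The interaction had a median of 0.18 and was called (adjusted p = 0.0073 from camera), but not over all 24 mice (0.16), under fry, or without WT_CON_7608, WT_MR_7613 or KO_CON_7620, and the value without the last was 0.07. Genotype gave medians of -0.09 on Con (adjusted p = 0.29 from camera) and 0.08 on MR (adjusted p = 0.059), with 0 genes called on either diet. On Con the sign changed to 0.02 over all 24 mice and to 0.02 without KO_CON_7620, and the median passed the threshold without WT_CON_7605 (-0.22) or KO_CON_7621. On MR it passed the threshold over all 24 mice (0.14) and without WT_MR_7609, WT_MR_7611, KO_CON_7620, KO_MR_7625 or KO_MR_7632 (the last 0.16), with the lowest value, 0.03, without KO_MR_7629. Leaving out the library labelled WT_CON_7607 gave 0.47 for MR in WT and -0.05 for genotype on Con. From all 24 mice MR gave 0.48 in WT and 0.59 in NRF2 KO.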

Lastly, GSEA identified the KEGG SREBP2 pathway as being equivalently induced by MR in both genotypes (Supplementary Figure S3A,B), while genotype had no effect on expression of genes within this pathway. Given the role of SREBP2 in mediating expression of genes involved in cholesterol synthesis, these findings are fully consistent with Figure 3A showing robust induction of four different canonical pathways of cholesterol biosynthesis in both genotypes. Collectively, these findings make a compelling case that although *Nfe2l2* plays a complex, multifunctional role as a mediator of diverse transcriptional responses to dietary MR in the liver, their absence in *NRF2* KO mice did not compromise the transcriptional responses that link dietary MR to biological effects on energy balance and lipid metabolism. 

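Fgf21 (ENSMUSG00000030827, chromosome 7 from 45613886 to 45615490) had 5.96 ± 3.34 (SD, n = 5) CPM in WT Con and 31.1 ± 21.2 (SD, n = 5) in WT MR, a log2 fold change of 2.43 (standard error 0.61, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NRF2 KO it had 6.73 ± 4.09 (SD, n = 6) CPM on Con and 28.0 ± 20.5 (SD, n = 6) on MR, a log2 fold change of 2.11 (standard error 0.55, adjusted p = 0.017 in the same test). Every MR mouse lay above the Con mean of its genotype. Both calls were kept in the 22 fits that each left out 1 mouse, with values between 1.90 and 2.74 in WT and between 1.68 and 2.40 in NRF2 KO, and over all 24 mice the values were 1.79 and 2.11. From its canonical pathways and upstream regulators, the paper describes the responses to the diet as comparable with and without hepatic Nfe2l2, and from its gene set enrichment the induction of the SREBP2 genes as equal in both genotypes. It sets apart the Drug Metabolism, Ribosome and Pentose Glucuronate pathways, where expression or its response to MR differed by genotype. It argues that the loss in NRF2 KO mice left intact the transcriptional responses tying the diet to energy balance and lipid metabolism.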

We conclude that *Nfe2l2* is not an essential link between dietary MR and its metabolic phenotype.

## 4. Discussion

Within six hours of introducing a diet low in methionine (e.g., 0.17%) to mice, the diet produces a coordinated activation of transcriptional programs in the liver that function to compensate for the reduced intake of methionine. These short-term adaptive responses increase hepatic amino acid levels through immediate changes in RNA biology, increased tRNA aminoacylation, decreased ternary complex formation, and an overall decrease in protein translation [47]. In the days that follow, these initial compensatory responses limit the decrease in hepatic methionine and glutathione to 50% of control levels despite the five-fold decrease in dietary methionine concentration. The compensatory responses are also able to maintain redox homeostasis in the context of reduced hepatic glutathione. Another key target of the early transcriptional response to MR is hepatic FGF21, and the corresponding increase in circulating FGF21 can be detected within hours after introduction of the MR diet [7]. The elevated FGF21 produces a coordinated increase in energy intake and energy expenditure (EE) that limits fat deposition over time and produces a systematic improvement in biomarkers of metabolic health [12]. A key unresolved question in the field is how the sensing of methionine in the liver is translated into the transcriptional activation of hepatic FGF21.

Significant effort has been directed towards identifying the nutrient-sensing molecules and transcription factors that link dietary MR to the components of its metabolic phenotype, but the anatomical organization and molecular identity of these translational mechanisms are poorly understood. A prime candidate is hepatic ATF4. *Atf4* mRNA is preferentially translated after essential amino acid restriction, and the encoded protein (e.g., ATF4) is a master regulator of the ISR [48,49,50]. ATF4 can also heterodimerize with additional transcription factors to target the promoters of an expanded group of genes that provide protection against endogenous oxidants and electrophiles in the liver. This group includes enzymes such as cytochrome P450, glutathione S-transferases and UDP-glucuronosyl transferases that conjugate the products of cytochrome P450s with hydrophilic groups to facilitate their excretion, antioxidant enzymes like superoxide dismutases, glutathione peroxidase, catalase, and thiol containing molecules such as glutathione and thioredoxin that maintain reducing conditions within the cell and inactivate electrophilic compounds [51]. Many of these enzymes are encoded by genes containing antioxidant response elements (AREs) in their promoters. AREs are cis-acting enhancers that transcriptionally activate genes in response to changes in cellular redox status. Previous work has shown that dietary MR is also an effective activator of genes with AREs in their promoters [25]. The ability of *Nfe2l2* to heterodimerize with ATF4 expands the ISR transcriptional program to include additional redox genes [28,29], raising the interesting possibility that hepatic *Nfe2l2* could be an important contributor to the transcriptional responses to dietary MR.

Under normal conditions, the protein encoded by *Nfe2l2* (e.g., NRF2) is mainly localized in the cytoplasm through an interaction with Kelch-like ECH-associated protein 1 (KEAP1) and the actin cytoskeleton. Although *Nfe2l2* mRNA is constitutively expressed, KEAP1 targets NRF2 for polyubiquitination and degradation, effectively limiting the half-life of the protein. During exposure to electrophiles or oxidative stress, KEAP1 becomes oxidized at critical cysteine residues, releasing NRF2 to translocate to the nucleus and promote the expression of ARE-containing genes [49,52]. In the case of dietary MR, previous work has shown that the restriction of dietary methionine limits the formation of hepatic GSH and activates PERK through a mechanism independent of ER stress [25]. PERK is not typically activated by EAA depletion [30] so it seems likely that the ability of MR to activate PERK and initiate components of the ISR derives from its unique effects on hepatic GSH. Although NRF2 can be activated by PERK [31], NRF2 transcriptional activity also responds to low GSH [37]. Based on these findings, it seems logical that the ISR and the antioxidant stress response share genes whose primary function is to increase production of GSH [53]. Given the inferred role for hepatic NRF2 as a mediator of a significant number of MR-dependent transcriptional components of the ISR [25], the present work employed a loss of function approach to assess whether hepatic NRF2 is an essential link between those previously established transcriptional targets of dietary MR and the short-term metabolic responses to dietary MR. Based on our comprehensive phenotyping of the behavioral, physiological, endocrine, biochemical, and transcriptional endpoints herein, the answer to the larger question is that NRF2 is not an essential mediator of the near-term metabolic effects of dietary MR.

The findings of the present work documented many transcriptional programs that were mostly unaltered by the absence of hepatic *Nfe2l2*, but in Figure 4 and Figure 5, GSEA documented three different pathways that were altered by genotype irrespective of diet (Figure 4) or differed between genotypes in their response to dietary MR (Figure 5). For example, the absence of *Nfe2l2* produced a coordinated downregulation of genes in the KEGG Drug Metabolism Cytochrome P450 family in mice on the Con diet, but its absence also blunted the induction of genes in this pathway by MR in the *NRF2* KO mice relative to WT mice (Figure 4C). In contrast, genes within the KEGG Ribosome pathway were comparably expressed between WT and *NRF2* KO mice on the Con diet, but were much less robustly induced by MR in the *NRF2* KO group (Figure 5A,B). Additionally, in the KEGG Pentose Glucuronate Interconversions pathway, which provides glucuronides for conjugation to enhance excretion of toxic compounds, MR was much less effective in inducing genes of this pathway in the *NRF2* KO group (Figure 5C). Given the protective role of each pathway, an important question is whether the absence of *Nfe2l2* in the liver would compromise the longer-term responses to dietary MR. The initial work on dietary MR in rats showed that the diet increased longevity [1,2], while also producing chronic improvements in glucose homeostasis and reductions in adiposity [4]. Subsequent work showed that MR also produced long term reductions in markers of inflammation in both adipose tissue and the liver [10]. The study by Wanders et al. [10] provided a direct, age-matched comparison of the relative efficacy of MR versus calorie restriction, and MR was significantly more effective in reducing expression of inflammatory markers in both sites. The relevance of this point comes into focus from a recent assessment of the ability of 30% calorie restriction to increase longevity in mice with a global deletion of *Nfe2l2* [54]. The authors found that global *NRF2* KO mice fed ad libitum were shorter lived than wild type mice, but surprisingly, calorie restriction produced a comparable increase in longevity between wild type and *NRF2* KO mice [54]. Based on the current findings showing that the absence of hepatic *Nfe2l2* compromised the MR-dependent induction of drug metabolism/detox pathways in the liver, it remains an open question of whether liver-specific deletion of *Nfe2l2* would limit the life extending effects of dietary MR. Based on the compromised responses to MR identified here, the outcome might depend on whether the liver-specific *NRF2* KO animals were exposed to significant dietary or environmental stressors. At least in outbred mice and other longevity models, the absence of *Nfe2l2* compromises stress resistance and lifespan [55,56,57], although in mice, the life-shortening pathology originated in non-hepatic tissues. It will be interesting in future studies to examine how the absence of hepatic *Nfe2l2* impacts the longer-term effects of dietary MR.

## 5. Conclusions

The present work establishes that *Nfe2l2* is not an indispensable mediator of the short-term, metabolic effects of dietary MR.

## Figures and Tables

**Figure 1:**
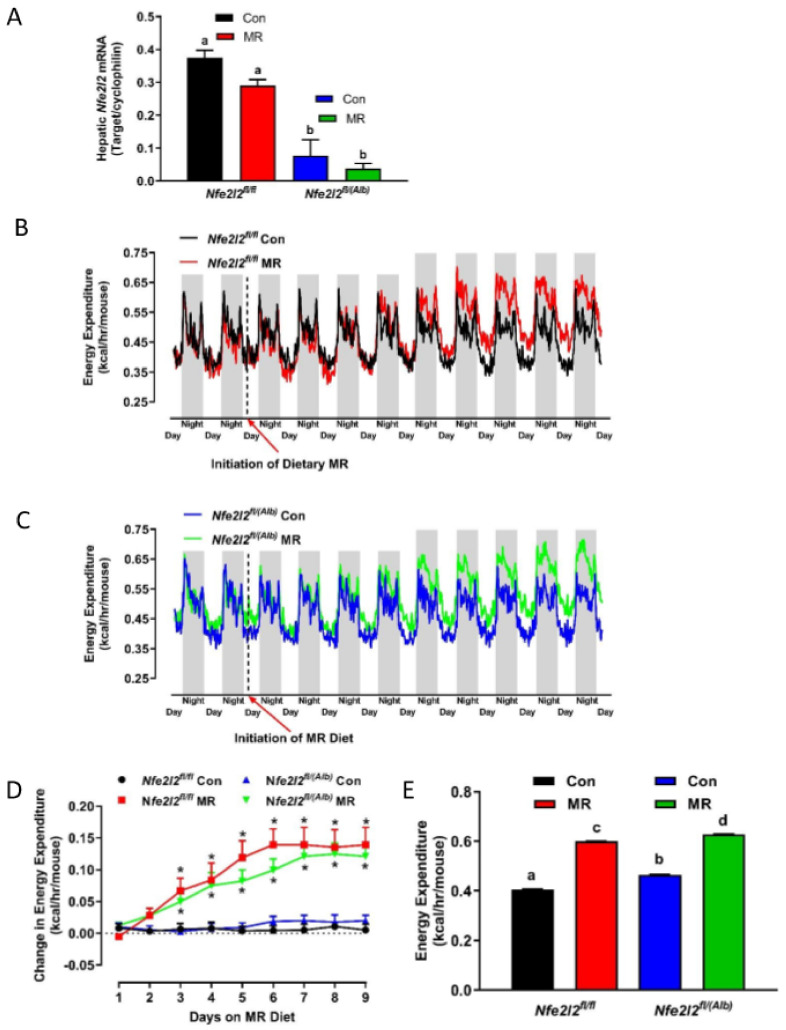
Hepatic *Nfe2l2* mRNA (**A**), initial changes in energy expenditure (EE) after introduction of dietary MR (**B**–**D**), and change in 24 h EE at the end of the experiment (**E**) in *Nfe2l2^fl/fl^* (WT) and *Nfe2l2^fl/(Alb)^* (*NRF2* KO) mice fed Con or MR diets. Primers designed to detect excised sequences in exon 5 of the *Nfe2l2* gene were used to detect *Nfe2l2* mRNA in livers from mice of the two genotypes by real time qPCR (**A**). EE was measured and analyzed during the run-in period and at the end of the experiment by ANCOVA as described in the Materials and Methods (**B**–**E**). In (**D**), the initial diet-dependent change in nighttime EE was calculated by subtracting the nighttime EE of each group prior to introduction of MR from the nighttime measures of EE during the 9 days after initial exposure to the MR diet on day 0. Means are representative of data from 7 or 8 mice per group and compared by two-way ANOVA as described in the Materials and Methods. Means annotated with a different letter differ at *p* < 0.05.

**Figure 2:**
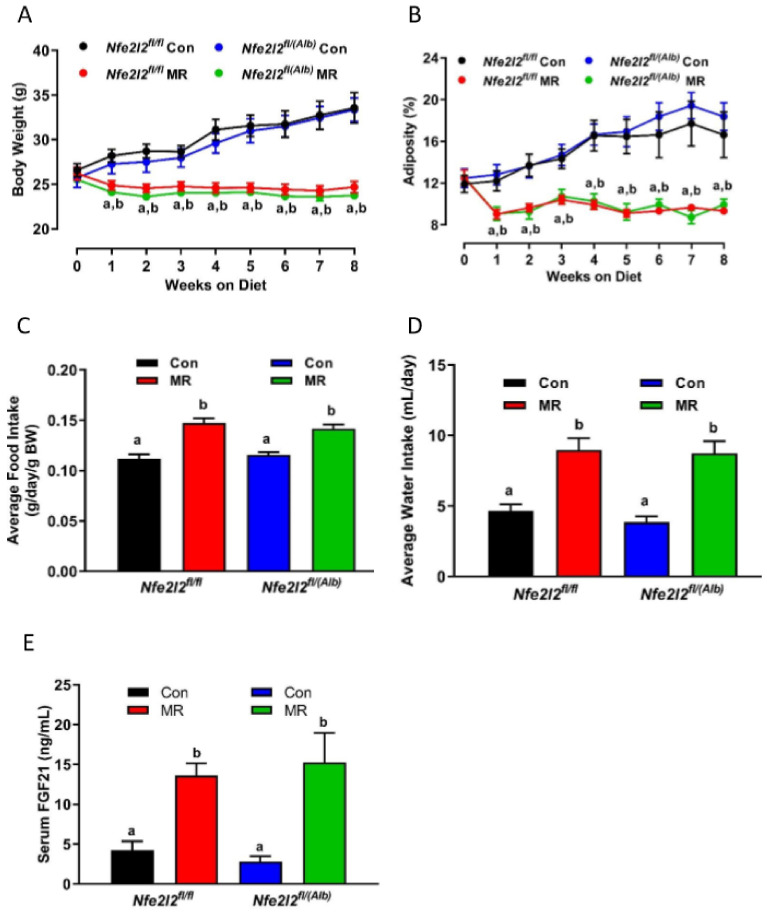
Assessment of impact of dietary MR on body weight (**A**), adiposity (**B**), average food intake (**C**), average water intake (**D**), and serum FGF21 (**E**) in *Nfe2l2^fl/fl^* (WT) and *Nfe2l2^fl/(Alb)^* (*NRF2* KO) mice fed Con or MR diets for 8 weeks beginning at 8 weeks of age. Body weight, adiposity, food intake, and water intake were measured weekly for the entire study. The means of food intake and water intake were averaged over the entire study, while serum collected at the end of the study was used for measurement of FGF21. The change in body weight and adiposity over time were analyzed using a repeated measures two-way ANOVA as described in the Materials and Methods, and the Con means annotated with an ‘a’ differ between *Nfe2l2^fl/fl^* mice fed Con or MR diets, and Con means annotated with a ‘b’ differ between *Nfe2l2^fl/(Alb)^* mice fed Con or MR diets. Food intake, water intake, and serum FG21 were analyzed by two-way ANOVA and means annotated with different letters differ at *p* < 0.05. Data in each figure panel are presented as the mean ± SEM, *n* = 7–8.

**Figure 3:**
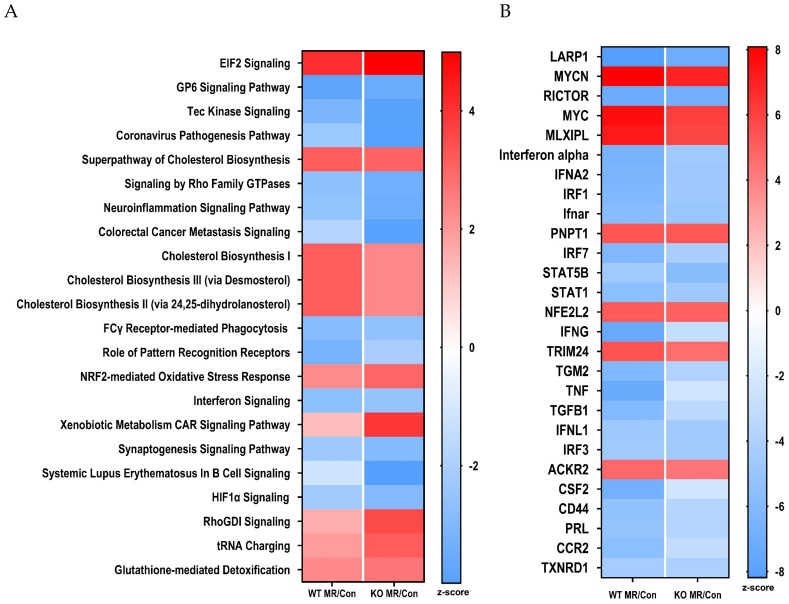
Bioinformatics analysis of hepatic gene expression in *Nfe2l2^fl/fl^* (WT) and *Nfe2l2^fl/(Alb)^* (*NRF2* KO) mice fed Con or MR diets for 8 weeks. Canonical pathway analysis (**A**) and upstream regulator analysis (**B**) were conducted using Ingenuity Pathway Analysis as described in the Materials and Methods. Pathway analysis was conducted using livers from 5 to 6 mice of each genotype × diet combination and utilized to identify putative gene regulators responsible for the observed transcriptional patterns produced by the MR diet compared to the Con diet in the two genotypes. Upstream regulators and canonical pathways with an activation z-score ≥2 or ≤2 were considered to be activated (red) or inhibited (blue), respectively. Heat maps were used to visualize the top 20 canonical pathways and upstream regulators that were differentially affected by the MR diet in the two genotypes.

**Figure 4:**
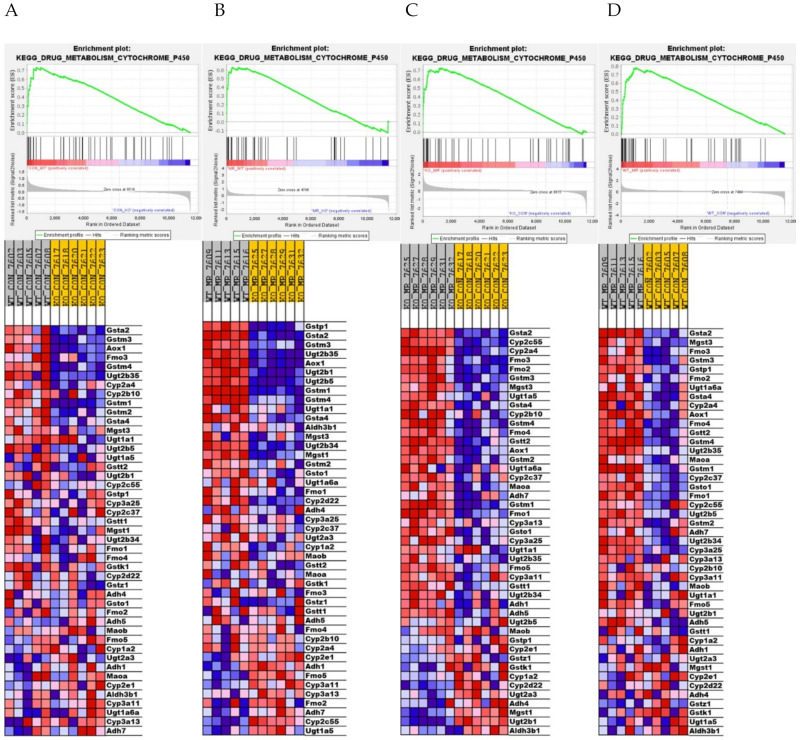
Gene set enrichment analysis (GSEA) of hepatic gene expression in *Nfe2l2^fl/fl^* (WT) and *Nfe2l2^fl/(Alb)^* (*NRF2* KO) mice showing the differential effect of genotype and diet on the top-scoring KEGG Drug Metabolism Cytochrome P450 gene set. Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)]. Panel (**A**) shows the enrichment set for the WT MR to WT Con comparison, panel (**B**) shows the enrichment set for the *NRF2* KO MR to *NRF2* KO Con comparison, panel (**C**) shows the enrichment set for the WT MR to *NRF2* KO MR comparison, and panel (**D**) shows the enrichment set for the WT Con to *NRF2* KO Con comparison.

**Figure 5:**
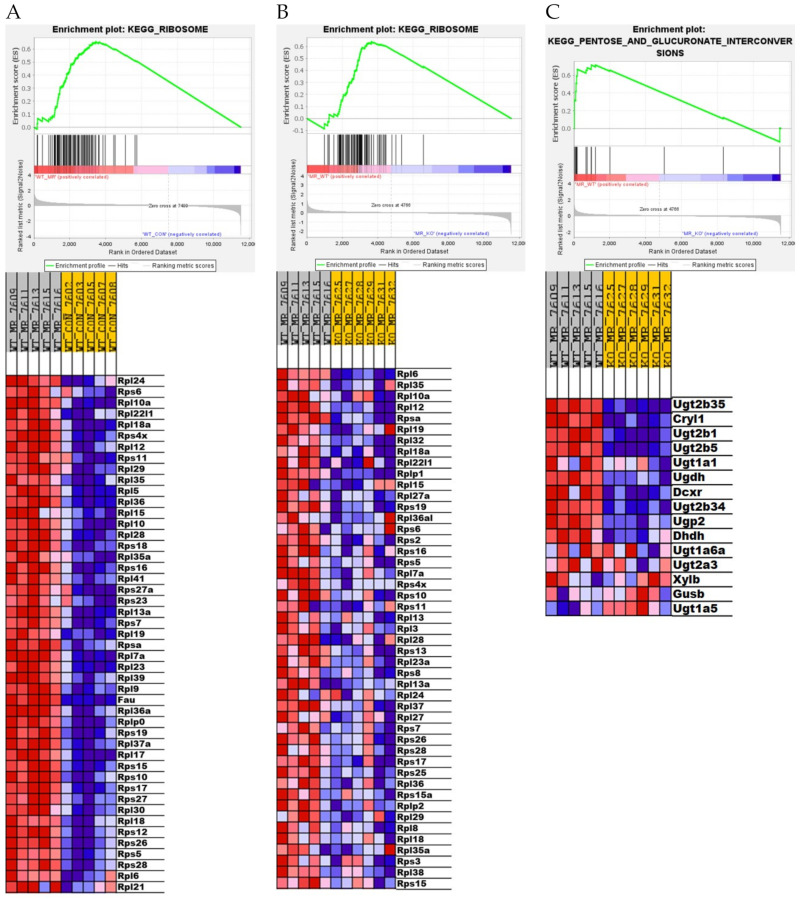
Gene set enrichment analysis (GSEA) of hepatic gene expression in *Nfe2l2^fl/fl^* (WT) and *Nfe2l2^fl/(Alb)^* (*NRF2* KO) mice showing the differential effect of genotype and diet on the top-scoring KEGG Ribosome Drug gene set (**A**,**B**) and KEGG Pentose and Glucuronate Interconversions gene set (**C**). Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, and gray = not significant (FDR > 0.1)]. Panel (**A**) shows the enrichment set for Ribosome pathway for the WT MR to WT Con comparison, panel (**B**) shows the enrichment set for the Ribosome pathway for the WT MR to *NRF2* KO MR comparison, while panel (**C**) shows the Pentose and Glucuronate Interconversions enrichment set for the WT MR to *NRF2* KO MR comparison.

**Table 1:** Genetic markers of NRF2 transcriptional program and ER stress response in livers of *Nfe2l2^fl/fl^* and *Nfe2l2^fl/(Alb)^* mice fed Control or Methionine-restricted (MR) diets for 8 weeks.

Gene	Signaling	*Nfe2l2^fl/fl^*		*Nfe2l2^fl/(Alb)^*	
Symbol ^1^	Pathway	Control	MR	Control	MR
***Aox1***	Nfe2l2	1 ± 0.25 ^a^	1.28 ± 0.20 ^a^	0.35 ± 0.16 ^b^	0.40 ± 0.09 ^b^
***Gclc***	Nfe2l2	1 ± 0.13 ^a^	0.90 ± 0.07 ^a^	0.45 ± 0.04 ^b^	0.38 ± 0.03 ^b^
***Gsr***	Nfe2l2	1 ± 0.08 ^a,b^	1.20 ± 0.11 ^a^	0.73 ± 0.05 ^b^	0.86 ± 0.12 ^b^
***Txnrd1***	Nfe2l2	1 ± 0.04 ^a^	1.20 ± 0.18 ^a^	0.68 ± 0.05 ^b^	0.80 ± 0.05 ^a,b^
***Trb3***	ER stress	1 ± 0.22 ^a^	1.24 ± 0.13 ^a^	0.37 ± 0.05 ^b^	0.71 ± 0.08 ^a,b^
***Atf4***	ER Stress	1 ± 0.05 ^a,b^	1.11 ± 0.08 ^b^	0.68 ± 0.04 ^c^	0.86 ± 0.04 ^a,c^
***Xbp1s***	ER Stress	1 ± 0.19 ^a^	0.66 ± 0.13 ^a,b^	0.45 ± 0.06 ^b,c^	0.44 ± 0.07 ^b,c^
***Ephx1***	Nfe2l2	1 ± 0.17 ^a^	1.42 ± 0.07 ^b^	0.35 ± 0.11 ^c^	0.43 ± 0.05 ^c^
***Sod2***	Nfe2l2	1 ± 0.18 ^a^	0.60 ± 0.08 ^b^	0.54 ± 0.04 ^b^	0.62 ± 0.07 ^b^
***Gsta2***	Nfe2l2	1 ± 0.32 ^a^	4.86 ± 0.63 ^b^	0.15 ± 0.09 ^c^	0.66 ± 0.20 ^a,c^
***Cbr1***	Nfe2l2	1 ± 0.20 ^a^	3.45 ± 0.52 ^b^	0.93 ± 0.14 ^a^	1.10 ± 0.17 ^a^
***Mgst3***	Nfe2l2	1 ± 0.13 ^a^	1.97 ± 0.16 ^b^	0.92 ± 0.18 ^a^	1.34 ± 0.18 ^a^
***Nqo1***	Nfe2l2	1 ± 0.15 ^a^	2.28 ± 0.16 ^b^	0.39 ± 0.09 ^a^	0.71 ± 0.13 ^a^
***Asns***	ER stress	1 ± 0.32 ^a^	12.23 ± 1.49 ^b^	0.74 ± 0.16 ^a^	10.59 ± 1.59 ^b^
***Cyp4a14***	ER stress	1 ± 0.21 ^a^	1.74 ± 0.23 ^b^	0.97 ± 0.25 ^a^	2.13 ± 0.19 ^b^
***Fgf21***	ER stress	1 ± 0.36 ^a^	2.77 ± 0.60 ^b^	1.04 ± 0.20 ^a^	2.90 ± 0.76 ^b^
***Psat1***	ER stress	1 ± 0.33 ^a^	7.54 ± 0.96 ^b^	0.48 ± 0.12 ^a^	3.27 ± 0.54 ^c^
***Vldlr***	ER stress	1 ± 0.21 ^a^	3.25 ± 0.76 ^b^	1.02 ± 0.10 ^a^	3.79 ± 0.59 ^b^

^1^ Messenger RNA expression of hepatic markers of *Nef2l2* transcriptional program (*Aox1*, *Cbr1*, *Ephx1*, *Gclc*, *Gsr*, *Gsta2*, *Mgst3*, *Nqo1*, *Sod2*, *Trib3*, *Txnrd1*) and ER stress (*Atf4, Xbp1s, Asns, Cyp4a14, Fgf21, Psat1, Vldlr*) in livers of *Nfe2l2^fl/fl^* and *Nfe2l2^fl/(Alb)^* mice (*n* = 8 per group) were determined by RT-PCR, expressed relative to cyclophilin, adjusted to fold induction from *Nfe2l2^fl/fl^* Control, and compared by two-way ANOVA to test for effects of genotype, diet, and genotype × diet interaction. Residual variance was used as the error term for post hoc testing of genotype × diet means for each gene using the Bonferroni correction. Within each gene, means annotated with different letters differ at *p* < 0.05. Gene symbols highlighted in green are those whose basal expression was reduced by deletion of *Nfe2l2*. Gene symbols highlighted in red were those that *Nfe2l2* deletion lowered basal expression and blocked MR-dependent induction. Basal expression of genes highlighted in blue were unaffected by *Nfe2l2* deletion but their MR-dependent induction was blocked, while expression of genes highlighted with yellow were unaffected by deletion of *Nfe2l2*.

## Data Availability

All data generated or analyzed during this study will be available from the lead contact upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13061788/s1, Figure S1: Scaled normalized count data for samples from the four treatment groups (WT Con, WT MR, *NRF2* KO Con, and *NRF2* KO MR) were analyzed via principal component analysis (PCA) (using *prcomp* package in R, http://www.R-project.org/) to cluster samples based on gene expression similarities, and to identify potential outliers. After removal of two outlier samples (see circled WT Con and WT MR samples), differential analysis of RNA read count data was performed using DESeq2 software. Gene expression signals were logarithmically transformed (to base 2) for all downstream analyses, and genes with an absolute log fold change ≥ 1 and false discovery rate (FDR) of 5% were considered as differentially expressed. Figure S2: Comparison of differentially expressed genes in WT MR versus WT Con and *NRF2* KO MR versus *NRF2* KO Con samples using a pairwise comparison of 5286 genes with adjP ≤ 0.1 for log fold change of WT MR versus WT Con and *NRF2* KO MR versus *NRF2* KO Con. The correlation of the effect of MR in the two genotypes was highly significant (R^2^ = 0.64, *p* < 2.2 × 10^−16^). Figure S3: Gene set enrichment analysis (GSEA) of hepatic gene expression in WT and *NRF2* KO mice showing the differential effect of genotype and diet on the top-scoring KEGG SREBP2 DSIL gene set. Enrichment was computed as described in Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [blue = downregulation, red = upregulation, gray = not significant (FDR > 0.1)]. Panel S3A shows the enrichment set for the WT MR to WT Con comparison, and panel S3B shows the enrichment set for the *NRF2* KO MR to *NRF2* KO Con comparison. Table S1: Primer sequences used for real time qPCR.

# Supplementary material for: Hepatic Nfe2l2 Is Not an Essential Mediator of the Metabolic Phenotype Produced by Dietary Methionine Restriction
**Source:** Nutrients. 2021 May 24;13(6):1788. doi: 10.3390/nu13061788
**Supplement:** Supplementary file 1

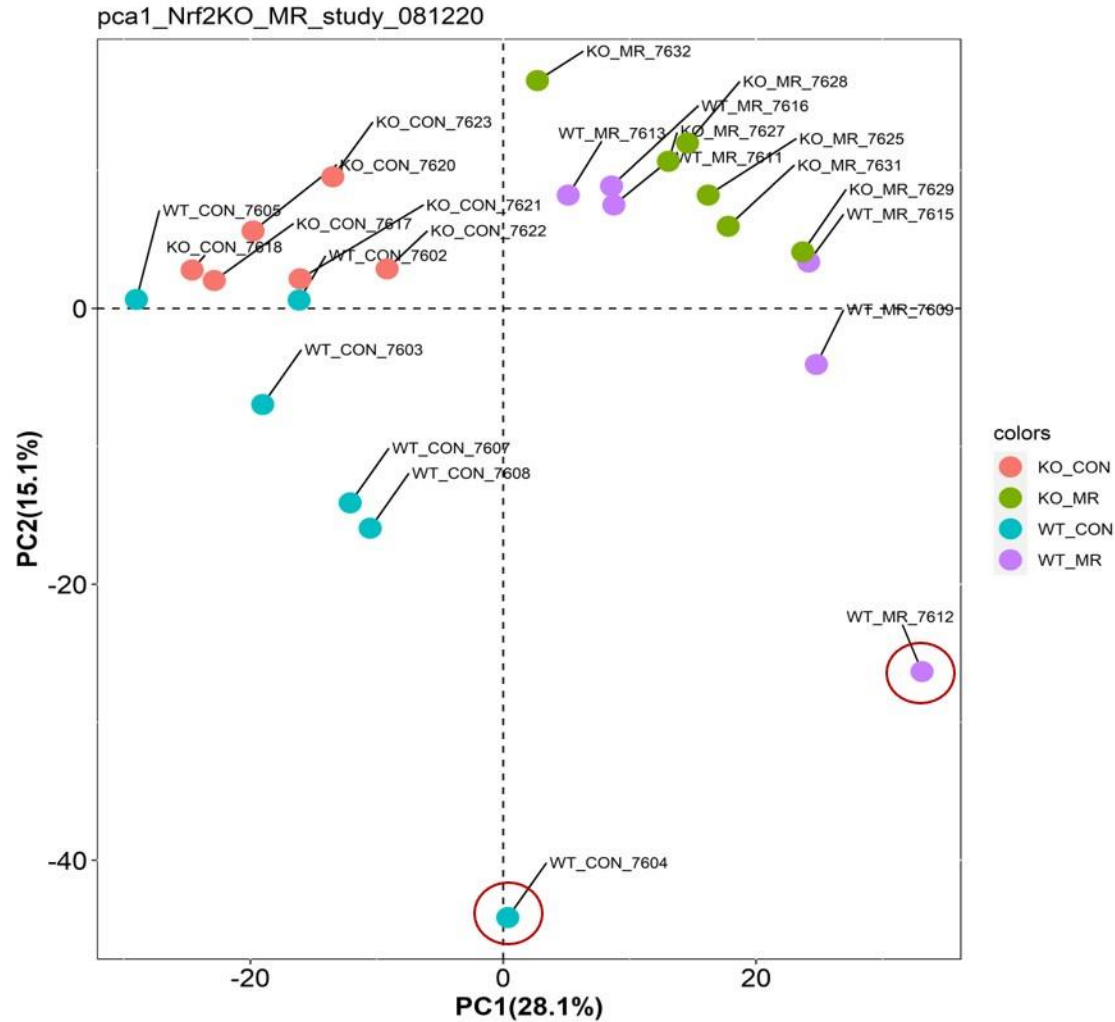

**Supplementary Figure 1:** Scaled normalized count data for samples from the 4 treatment groups (WT Con, WT MR, *NRF2* KO Con, and *NRF2* KO MR) were analyzed via principal component analysis (PCA) (using *prcomp* package in R, <http://www.R-project.org/>) to cluster samples based on gene expression similarities, and to identify potential outliers. After removal of two outlier samples (see circled WT Con and WT MR samples), differential analysis of RNA read count data was performed using DESeq2 software. Gene expression signals were logarithmically transformed (to base 2) for all downstream analyses, and genes with an absolute log fold-change  $\geq 1$  and false discovery rate (FDR) of 5% were considered as differentially expressed.

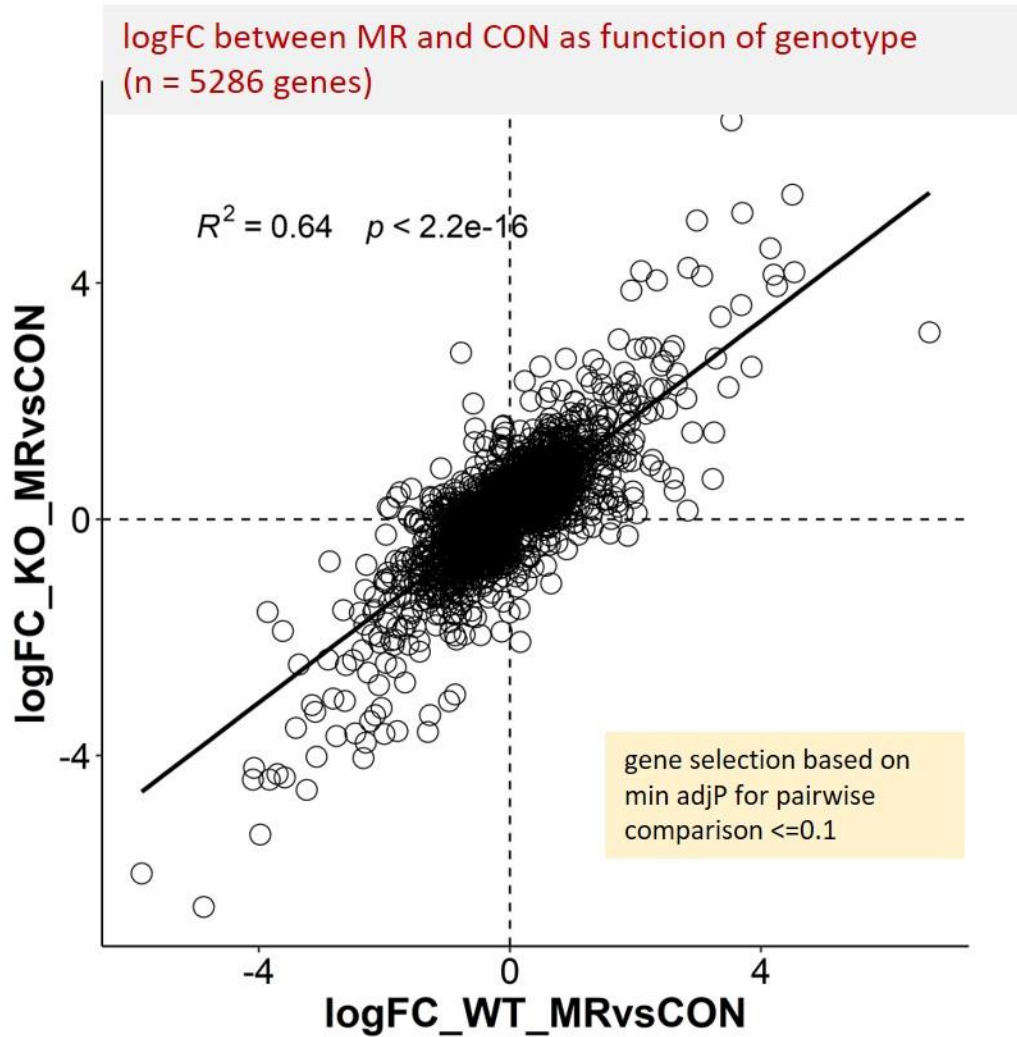

**Supplementary Figure 2:** Comparison of differentially expressed genes in WT MR versus WT Con and *Nrf2* KO MR versus *Nrf2* KO Con samples using a pairwise comparison of 5286 genes with  $\text{adjP} \leq 0.1$  for log fold change of WT MR versus WT Con and *Nrf2* KO MR versus *Nrf2* KO Con. The correlation of the effect of MR in the two genotypes was highly significant ( $R^2=0.64$ ,  $p < 2.2 \text{ e-}16$ ).

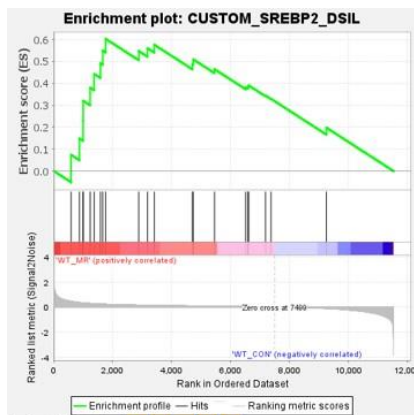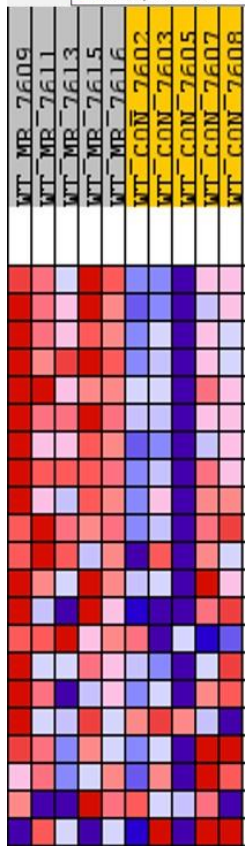

**3A**

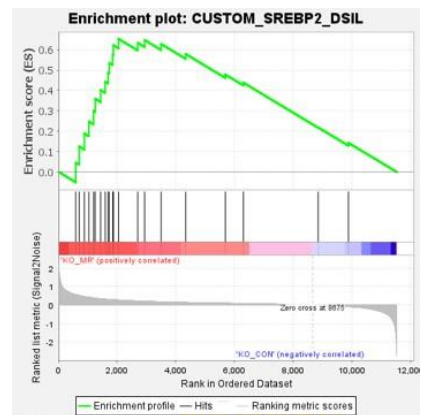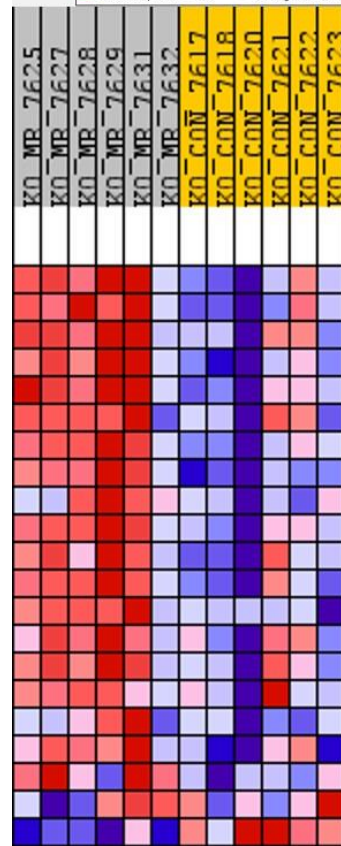

**3B**

**Supplementary Figure 3:** Gene Set Enrichment Analysis (GSEA) of hepatic gene expression in *Nfe2l2<sup>fl/fl</sup>* and *Nfe2l2<sup>fl/Alb</sup>* mice showing the differential effect of genotype and diet on the top scoring KEGG SREBP2 DSIL gene set. Enrichment was computed as described in the Material and Methods and the individual contributions of pathway genes to the pathway enrichment signal were visualized via enrichment plots depicting the trajectory of a normalized pathway enrichment score against the rank of the pathway genes in the context of the full gene list. Accompanying heat maps present the normalized enrichment scores for individual genes within the gene set [Blue=downregulation, Red= upregulation, Gray= not significant (FDR>0.1)]. Panel **3A** shows the enrichment set for the WT MR to WT Con comparison, and panel **3B** shows the enrichment set for the Nrf2 KO MR to Nrf2 KO Con comparison.

# Supplementary material for: Hepatic Nfe2l2 Is Not an Essential Mediator of the Metabolic Phenotype Produced by Dietary Methionine Restriction
**Source:** Nutrients. 2021 May 24;13(6):1788. doi: 10.3390/nu13061788
**Supplement:** Supplementary file 1

**Supplementary Table 1.** Primer sequences used for qPCR

| <i>Gene</i>        | Forward                  | Reverse                    |
|--------------------|--------------------------|----------------------------|
| <i>Aox1</i>        | CTGTACCCTCAACTTACTGTCC   | ACACAAACTCCCACTTCCTG       |
| <i>GclC</i>        | GATGATGCCAACGAGTCTGA     | GACAGCGGAATGAGGAAGTC       |
| <i>Gsr</i>         | CACGACCATGATTCCAGATGTT   | CCGTCTGAATGCCCACTTTAT      |
| <i>Txnrd1</i>      | ACAGCGAGGAGACCATAGA      | CCACGGTCTCTAAGCCAATAG      |
| <i>Trb3</i>        | CCCGGTGCCGAGCACTTTA      | GCTCGCATCTTGTCTGGAGCC      |
| <i>Atf4</i>        | GGAATGGCCGGCTATGG        | TCCCGGAAAAGGCATCCT         |
| <i>Xbp1s</i>       | CTGAGTCCGAATCAGGTGCAG    | GTCCATGGGAAGATGTTCTGG      |
| <i>Ephx1</i>       | CGACTCGATCCAGAACTAC      | ACAGGACACATTGCAGAGAG       |
| <i>Sod2</i>        | CAGATTGCTGCCTGCTCTAA     | CTGAAGGTAGTAAGCGTGCTC      |
| <i>Gsta2</i>       | GAAGGACATGAAGGAGAGAGC    | TTCTTCGATTTGTTTTGCATC      |
| <i>Cbr1</i>        | CCGAGATGTCTGCAAGGAG      | CTCACCATGCTGGACACATT       |
| <i>Mgst3</i>       | ATGGCTGTCCTCTCTAAGGAG    | CTCTACCTTGACTTCTTGCGG      |
| <i>Nqo1</i>        | AGCTGGAAGCTGCAGACCTG     | CCTTTCAGAATGGCTGGCA        |
| <i>Asns</i>        | GGGGGCCTGGACTCGAGCTT     | TTGCCACCTTTCTAGCGGCCA      |
| <i>Cyp4a14</i>     | CAGCTACCAAGGCAGTGTTTACG  | GGACAAACGTCCATCAGAGGAC     |
| <i>Fgf21</i>       | TGACACCCAGGATTTGAATGAC   | GCAGCCAATGATGTGTGCTTAC     |
| <i>Psat1</i>       | CAGTGGAGCGCCAGAATAGAA    | CCTGTGCCCCCTTCAAGGAG       |
| <i>Cyclophilin</i> | CTTCGAGCTGTTTGCAGACAAAGT | AGATGCCAGGACCTGTATGCT      |
| <i>Nfe2l2ex5</i>   | CCATTTACGGAGACCCACCGCCTG | CTCGTGTGAGATGAGCCTCTAAGCGG |

How the deposited data were processed for this re-analysis (not part of the article)

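Liver RNA of 24 male mice was sequenced by the authors as QuantSeq 3′ libraries, 1 per mouse, in the groups WT Con, WT MR, NRF2 KO Con and NRF2 KO MR with 6 mice each. The count values are raw read counts per gene as deposited by the authors, who mapped and counted the reads with a commercial pipeline of the library kit's maker, and the paper's text does not name the aligner or the annotation. The listed genes all have at least 72 counts summed over the 24 mice. The signal values are the same counts divided by the authors by 1 DESeq2 size factor per mouse, as deposited, and the values equal the raw counts over size factors of all 24 mice with a largest relative deviation of 5.0e-15. The raw counts were used for the results given first and the normalized signal for an alternative. Symbols and positions were taken from GENCODE M21. The columns that annotate genes were not used for any value.

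The counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, edgeR's filter by expression, robust dispersion estimates and robust quasi-likelihood F-tests, in 1 model with a mean for each of the 4 groups. The filter kept 13336 of 15160 genes and left out 1824. The comparisons were MR against Con within each genotype, NRF2 KO against WT within each diet, and the interaction of genotype and diet, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 CPM used a prior count of 2. Sets of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 31 set tests, and the value given for a set is the median log2 fold change of its genes. A score, the mean log2 CPM of the set in each mouse, was compared between groups by two-sided exact permutation tests, whose smallest p is 0.0079 for 5 mice against 5 and 0.0022 for 6 against 5 or 6. The Drug Metabolism and Pentose Glucuronate lists are the gene names printed in the heat maps of the paper, and the other lists were compiled from general knowledge. These lists, the comparisons, the tests of lists and genes and the alternatives were set before the data were examined, apart from a clock score, 1 form of the principal components, and the list of immediate early genes and the 2 arms of the clock used for tests of explanations. Of the 22 tests of explanations themselves, 7 were written before the value they measure was seen and the others after it.

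Genes are named when the paper's results or figures name them, or when they have the 3 largest rises or falls of a comparison among genes called with at least 1 CPM on average and no overlap between the mice of both groups. Any other named gene is marked as chosen after its values were seen. Some genes that meet these rules are not reported here. The mice WT_CON_7604 and WT_MR_7612, which the paper left out as outliers of a principal component analysis, are left out of the values given first (22 mice) and included in the values for all 24. Depth ran from 6197291 to 22068338 counts in the 22 mice, with a median of 15019792. No technical replicates exist, so precision is given as the SD between mice and the standard error of the model.

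The alternatives were DESeq2 size factors, scaling by library size only, all genes with a count, only genes with at least 10 counts in every mouse, the deposited normalized values with limma, DESeq2 1.42.0, fits of only the groups compared, all 24 mice without and with sample quality weights, and each mouse left out in turn. For sets they were also fry, camera with an estimated correlation, fgsea 1.28.0 and other memberships. A score of circadian clock genes as a covariate was added after seeing the data. Further lists, of female-biased and male-biased liver genes, ATF4 target genes, circadian clock genes, acute phase genes and markers of macrophages, stellate cells, B cells, T and NK cells, neutrophils, red blood cells, pancreatic acinar cells, adipose tissue, bile duct cells, endothelial cells and the cell cycle, were tested as a family of 80.

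The model was tested on simulated data with 200 genes changed among 13195. It called 182 of them for MR in WT with 8 false calls and 192 for MR in NRF2 KO with 6 false calls, and made 0 calls in the 3 comparisons without simulated changes. The simulated genes varied independently, the diet effect was the same in both genotypes, and no library was mislabelled. The simulation therefore gives no power for genotype or interaction effects and no check of set tests on correlated genes. No pair of libraries within a group was close enough to be 1 sample sequenced 2 times. The pathway analysis of the paper, its enrichment software and its qPCR and serum data were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.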

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

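Of the 22 tests of explanations given here and under the other observations, 7 were written before the value they measure was seen and the others after it. The single mice named first stood apart from the 5 other mice of their group by Dixon's test at its 95% critical value, which 13 of 84 groups tested met, where 5% are met by chance.

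The library labelled WT_CON_7607 had 326 CPM of Nfe2l2 over all 24 mice, apart from the other WT Con mice. Over 59 genes lower in NRF2 KO MR than in WT MR mice, its position was 0.984 on a log2 scale where 0 is the mean of the other WT Con mice and 1 that of the NRF2 KO Con mice, inside the range of the NRF2 KO Con mice (0.937 to 1.07) and outside that of the other WT Con mice (-0.134 to 0.0868). A mixture of RNA from both genotypes in equal shares would sit between the groups on the linear scale, and the value there was 0.923, inside the NRF2 KO Con range from 0.889 to 1.08. Low NRF2 activity in a WT mouse would leave Nfe2l2 itself at the WT level, but the library had 2.59 times the CPM of the highest other WT mouse. A mouse with the deleted allele under a WT label is therefore a candidate explanation, as a hypothesis found and tested on the same libraries. Whether the animal or the tube was exchanged was not tested, and the library stays in the WT Con group under its label.

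Among the WT MR mice WT_MR_7612 stood apart in the mean log2 CPM of the Pentose Glucuronate genes (5.77), the NRF2 target genes (7.34) and the markers of macrophages (5.68), stellate cells (4.37) and neutrophils (1.69). WT_CON_7604 stood apart among the WT Con mice in T and NK cells (1.5) and neutrophils (2.36). These are the 2 mice the paper left out. Library size does not account for their distance, since with every library thinned to the smallest they were 2 of the 2 mice farthest from their groups in the plane of the first 2 components. A lower share of hepatocytes would raise the markers of all other cell types alike. All 14 values of the other liver cell types, 7 lists in each of these mice, lay above the mean of the other mice of the group, 10 of them by more than 2 SD. The list that rose most, however, exceeded the endothelial list by 0.617 in WT_MR_7612 and by 0.827 in WT_CON_7604 on the log2 scale, more than 2 SD of the other mice. A rise in some of these cell types, from inflammation or from the piece of liver sampled, may lie behind the distances and was not tested.

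In NRF2 KO Con, KO_CON_7622 stood apart in red blood cell genes (8.84) and in acinar genes of the pancreas (1.51), and in NRF2 KO MR, KO_MR_7632 stood apart in acinar genes (3.31) and KO_MR_7625 in markers of B cells (1.83) and adipose tissue (0.99). Of 13 acinar genes listed, 9 are in the counts, and 9 of the 9 were highest in KO_MR_7632 among the NRF2 KO MR mice. Cela1, which the liver also expresses (median of all mice 24.4 CPM), had 31.3 CPM, Try5 10.8 CPM, Ctrb1 10.7 CPM and Cela3b 9.61 CPM, and the acinar genes together took 0.00929% of its counts. A trace of pancreatic tissue in this liver sample is a candidate explanation. The other values of this paragraph had no test of a cause, and no biological explanation was tested.

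The effect of MR differed between genotypes for 6 genes over the 22 mice, tested as the interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over other splits of the mice that exchanged genotype labels within each diet, 2 of the 100 splits gave as many genes, the real one included, but such an exchange also turns a genotype effect within a diet into an interaction, so that these splits decide nothing here. Abcc4 (-2.60), Nrxn2 (-1.73) and Abcg2 (-0.65) responded less or fell further in NRF2 KO, and Egr1 (3.77), Junb (1.24) and Rell1 (0.72) responded the other way. The calls of Abcc4, Nrxn2 and Rell1 were lost over all 24 mice. Of the 22 fits without 1 mouse, that of Abcg2 was lost in 7 (-0.65 without WT_CON_7603, for example), that of Egr1 in 7 (3.62 without WT_MR_7616) and that of Rell1 in 15 (0.67 without KO_CON_7620). Egr1 and Junb are immediate early genes, which respond to handling and to the time until tissue is frozen, and the 13 other immediate early genes tested had a median interaction of 0.81, with 12 above 0. Handling or time to freezing may therefore explain these 2 genes as well as the genotype does. For Abcc4, Nrxn2, Abcg2 and Rell1 no technical explanation was tested, and an effect of the deletion stays open as untested beyond the interaction itself.

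Of the 7 lists set before the data were examined whose interaction was tested among the 31 set tests, 5 passed the threshold in camera: Drug Metabolism (-0.18), Ribosome (-0.22), Pentose Glucuronate (-0.39), cholesterol and SREBP2 (0.18) and NRF2 targets (-0.26). Of the 100 splits that exchanged genotype labels within each diet, 23, 7, 6, 40 and 50 gave a median as large for these lists in the same order, which for the same reason does not show whether the interactions are beyond chance. For the Ribosome genes the median was -0.23 with every library thinned to the smallest. It was lower than in all 10000 random lists matched on transcript length and expression (as low in 0% of them, with a median of -0.05). These values argue against library size and length or expression level as the whole cause. With the clock score as a covariate the median was -0.34. On Con the score did not overlap between the genotypes, so that fit cannot exclude clock phase. For the Pentose Glucuronate genes, reads shared by the Ugt1a genes through their last exons are not the cause of the difference on MR, since the 5 other Ugt genes had a median of -2.09 in NRF2 KO MR against WT MR and the 3 Ugt1a genes one of -0.11. Without the library labelled WT_CON_7607 all 5 interactions stayed past the threshold, with -0.21 for Ribosome and -0.35 for Pentose Glucuronate, which argues against this library as the whole cause of these 2, while the others were -0.04 for Drug Metabolism, 0.15 for cholesterol and SREBP2 and -0.17 for NRF2 targets. With an estimated correlation the Pentose Glucuronate interaction was kept (adjusted p = 0.022 from camera), as it was under fry and fgsea, on genes that the paper chose on these mice, and those of the 4 other lists were lost, so that chance stays open for these 4. An effect of the deletion on the 5 lists may exist and was not tested further.

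A list of female-biased liver genes, not discussed by the paper, rose under MR with a median of 2.12 in WT and 1.91 in NRF2 KO, and male-biased liver genes fell with medians of -1.14 and -2.22, all past the threshold in camera and none with an estimated correlation (adjusted p from 0.144 to 0.463). All 13 female-biased genes tested were higher in both genotypes, and 3 of 19 and 2 of 19 male-biased genes were higher. Female mice in the MR groups are excluded, since the lowest of 4 Y-linked genes in any mouse had 4.99 CPM and Xist had between 0 and 7 counts. Reads shared between paralogs do not account for the rise either, with a median of 1.81 in NRF2 KO for the 7 female-biased genes outside the Cyp, Sult and Mup families, 7 of which rose. A response to the diet in male mice is a biological candidate explanation, as a hypothesis found on the same data, and the hormones that set the sex bias were not measured.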

How the results depend on the processing

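The alternatives named here were set before the data were examined, apart from the clock score, and the tests in this part were not chosen on their results except for that score. The changes below had no test of their cause unless the alternative itself shows it. DESeq2 size factors, all genes with a count, at least 10 counts in every mouse and the deposited normalized values changed none of the 40 results in direction or in side of the threshold. As for values of single genes, 87 of 87 kept their direction and side with DESeq2 size factors, 86 of 87 with all genes with a count (1 weaker), 58 of 59 with the count minimum (1 stronger) and 86 of 87 with the deposited values (1 weaker). Genes that an alternative's filter removes have no value there.

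With all 24 mice the cholesterol and SREBP2 list changed: 0.16 for the interaction (no longer called), 0.017 for genotype on Con (sign reversed) and 0.14 for genotype on MR (now called), and 82 of 87 values of single genes kept their direction and side (3 weaker, 2 stronger). With sample quality weights on all 24 mice the counts were 2693 for MR in NRF2 KO against 1677 and 604 for genotype on MR against 258, the cholesterol list was called for genotype on MR (0.069), the Ribosome list reversed for genotype on Con (-0.027), and 78 of 87 values of single genes kept their direction and side (6 weaker, 3 stronger).

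DESeq2 called 33 genes for the interaction against 6, 449 for genotype on Con against 276 and 484 for genotype on MR against 258, and 85 of 87 values of single genes kept their direction and side (2 stronger). Its Wald statistics put the cholesterol list on MR (0.075) and the Ribosome list on Con (0.048) past the threshold. Fitting only the groups compared, which leaves fewer mice for the dispersion, called 99 genes for genotype on Con and 600 for genotype on MR, put the cholesterol list on MR (0.079) past the threshold, and 61 of 70 values of single genes kept their direction and side (7 weaker, 2 stronger).

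Scaling by library size only called 2785 genes for MR in NRF2 KO against 1677 and reversed the interaction of the tRNA synthetases (0.054). It moved the median of all genes for MR in NRF2 KO from -0.0042 to 0.15, and the changes of genes are read against that shift. Of the genes called, 73.2% were higher for MR in WT against 50.0% with TMM, 86.1% against 49.6% for MR in NRF2 KO, 27.6% against 38.8% for genotype on Con and 28.6% against 50% for the interaction. With this scaling 82 of 87 values of single genes kept their direction and side (3 weaker, 2 stronger).

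A clock score as a covariate, chosen after seeing the data, called 1158 genes for MR in WT against 1843, 7 for genotype on Con against 276 and 3 for the interaction against 6, and 64 of 87 values of single genes kept their direction and side (19 weaker, 2 stronger, 2 reversed). It reversed Ciart (-0.50), itself a clock gene, and Rpl12 (0.17) for genotype on Con, and the interferon interaction (-0.046). The interaction of the tRNA synthetases (-0.14) and the Ribosome list for genotype on Con (0.21) passed the threshold, and the Drug Metabolism interaction (-0.014) no longer did.

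Camera with an estimated correlation, which allows for genes that move together, no longer called 13 of the 31 set tests at unchanged medians: cholesterol and SREBP2 interaction 0.18, cholesterol and SREBP2 MR in NRF2 KO 0.59, cholesterol and SREBP2 MR in WT 0.35, tRNA synthetases MR in NRF2 KO 0.18, interferon MR in NRF2 KO -0.41, interferon MR in WT -0.65, Drug Metabolism interaction -0.18, Pentose Glucuronate genotype on Con -0.23, Pentose Glucuronate MR in WT 0.26, Ribosome interaction -0.22, Ribosome MR in NRF2 KO 0.29, Ribosome genotype on MR -0.17, NRF2 targets interaction -0.26. Under fry the cholesterol (0.18) and Drug Metabolism (-0.18) interactions were no longer called. Under fgsea the tRNA synthetases for MR in NRF2 KO (0.18) and the Drug Metabolism interaction (-0.18) were no longer called, and the Ribosome list for genotype on Con (0.052) was. With the Ribosome genes of Figure 5A alone, chosen by the paper on these mice, that list was called for genotype on Con too (0.084). Without glutathione transferase genes the Drug Metabolism list for genotype on Con (-0.084), and without UDP-glucuronosyltransferase genes the Drug Metabolism interaction (-0.064) and the Pentose Glucuronate list for genotype on Con (-0.080), were no longer called, with fewer genes tested. Cholesterol enzymes only changed none of its 5 values in direction or side. A log2 fold change of 1.3 left 297 pathway input genes in WT and 249 in NRF2 KO, as a stricter threshold must. R² was 0.892 with both adjusted p at most 0.1, a selection on agreement.

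Across the 22 fits that each left out 1 mouse, the counts ran from 3 to 12 genes for the interaction and from 181 to 314 for genotype on Con. Medians ran from 0.071 to 0.28 for the cholesterol interaction (lowest without KO_CON_7620), -0.22 to 0.017 for the same list by genotype on Con (reversed without KO_CON_7620) and 0.030 to 0.16 on MR. They ran from -0.053 to 0.019 for the interaction of the tRNA synthetases, 0.021 to 0.23 for that of the interferon genes and -0.00061 to 0.087 for the Ribosome list by genotype on Con (reversed without KO_CON_7623). No paired analysis was possible because the mice carry no shared replicate numbers.

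With every library thinned to the smallest, 11682 genes were tested, and fewer were called in 4 of the 5 comparisons: 1331 against 1843 for MR in WT, 1250 against 1677 for MR in NRF2 KO, 204 against 276 for genotype on Con and 236 against 258 for genotype on MR. For the interaction 9 were called against 6.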

Differences from the paper's values

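No test in this part was chosen after a result was seen, except that 1 alternative to the principal components was. Of 34 values of the paper's qPCR table compared with the sequencing counts of the same genes, both relative to WT Con, 7 differ by more than 1.5 times and by more than the larger of the SD here and the paper's SEM. The SD here is that of the compared group over the WT Con mean, without the spread of the WT Con mice. A difference is thus not shown to exceed the uncertainty of the ratio. The 2 methods measure different parts of a transcript. An alternative is named below where its value is not different by this measure, even if it moved little.

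For NRF2 KO MR against NRF2 KO Con 2183 genes met the stated criteria of the pathway analysis, against the paper's 3405. Of the 32 alternatives set before the data were examined, 6 came within 1.5 times of the paper's number and none reached it: DESeq2 (2371), library size only (2882), all genes with a count (2432), all 24 mice with sample quality weights (2570), and the fits without KO_CON_7622 (2429) or KO_CON_7623 (2420). The 26 others stayed farther away.

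Aox1 in WT MR was 2.14 times WT Con against the paper's 1.28 ± 0.2 (SEM), and of 19 alternatives 1, without the library labelled WT_CON_7607 (1.82), came within these limits. Gsta2 in WT MR was 7.39 against the paper's 4.86, and 8 of 19 came within them, most of them barely: at least 10 counts in every mouse (7.29), all 24 mice (5.74), and the fits without WT_CON_7603 (6.75), WT_CON_7605 (7.18), the library labelled WT_CON_7607 (6.20), WT_MR_7611 (7.12), WT_MR_7613 (7.25) or WT_MR_7616 (7.21). Psat1 in WT MR was 12.2 against the paper's 7.54, and within the limits in 2 of 19, all 24 mice (8.87) and all 24 mice with sample quality weights (10.8). Nqo1 in NRF2 KO Con was 0.234 against the paper's 0.39, and within the limits in 2 of 19, the deposited normalized values (0.261) and the fit without WT_CON_7608 (0.283). None of the alternatives came within the limits for Ephx1 in WT MR (2.67 against the paper's 1.42, 19 alternatives), Sod2 in WT MR (1.15 against the paper's 0.60, 19 alternatives) or Sod2 in NRF2 KO Con (1.00 against the paper's 0.54, 20 alternatives).

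The first principal component held 17.1% of the variance, against the paper's about 28% in Supplementary Figure S1, read by eye. None of the alternatives set before the data were examined bears on this value, and unlogged scaled values (15.9%), chosen after seeing the values, did not close the gap.

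Some of the paper's statements also differ from the values here. The paper reports a loss of Nfe2l2 message by primers in exon 5, whereas the 3′ counts of the gene were higher in NRF2 KO, by a log2 fold change of 1.18 on MR. It describes MR as relatively ineffective on the Ribosome genes in NRF2 KO, where their median under MR here was 0.29. The panel it cites for this compares WT MR with NRF2 KO MR by its legend. In that comparison the median here was -0.17 for NRF2 KO against WT, which goes the paper's way. It describes the Pentose Glucuronate genes as little affected by genotype on Con, where the median here was -0.23. That call was lost with an estimated correlation and without the UDP-glucuronosyltransferase genes (-0.080). A median as large came from 14 of 100 splits of the mice. The splits and the estimated correlation kept the library labelled WT_CON_7607 in WT Con. Without it the median was -0.19 (adjusted p = 1.3e-14 from camera at the fixed correlation). Whether this value goes against the paper therefore stays open. By its qPCR, the paper describes the absence of Nfe2l2 as keeping Gsta2, Ephx1 and Nqo1 from their induction by MR, and they rose here in NRF2 KO too, by 2.60, 0.93 and 1.90 on the log2 scale, while Nqo1, described as unaltered by genotype on Con, had a log2 fold change of -2.10 there. Of the genes it describes as not responding to MR in either genotype, Aox1, Gsr, Txnrd1 and Trib3 rose here in WT, by 1.10, 0.66, 0.38 and 0.85. In all of these genes the means of the paper's qPCR table go the same way as the values here, so that the calls differ and not the directions. Larp1 and Rictor are described as downregulated by MR in both genotypes, from the predicted activity of these regulators, while their own mRNA had log2 fold changes of 0.10 and 0.19 in WT and 0.20 and 0.34 in NRF2 KO. The own mRNA of Mycn, whose activity the paper's pathway analysis predicts from its targets, fell in NRF2 KO by 2.74 on the log2 scale.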

Other observations

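The tests of the clock genes, apart from the one on library size, and those on Nfe2l2 and on macrophages were chosen only after the pattern was seen.

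Nfe2l2 counts were higher in NRF2 KO than in WT mice. Scaling by library size does not remove this (1.21 on MR on the log2 scale), and markers of macrophages, a cell type that keeps the gene, had a median of 0.050 in NRF2 KO MR against WT MR, far from the change of Nfe2l2. Reads from a part of exon 5 that the deletion leaves remain a candidate explanation: 897 nucleotides lie between the amplicon of the qPCR and the 3′ end. It cannot be told apart from other causes, because the counts carry no positions within the gene.

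The circadian clock list had a median of 0.40 in NRF2 KO Con against WT Con (adjusted p = 1.6e-04 from limma's camera), 0.22 on MR, 0.17 for MR in WT and 0.05 for MR in NRF2 KO. With an estimated correlation the call on Con was lost (adjusted p = 0.054 from camera). A score, the difference of the mean log2 CPM of both arms of the clock, was higher by 1.89 in NRF2 KO Con than in WT Con mice (two-sided exact permutation test, p = 0.0022, adjusted over 4 comparisons 0.0087), by 0.67 in NRF2 KO MR than in WT MR (p = 0.0065, adjusted 0.013, exact test) and by 1.32 in WT MR than in WT Con (p = 0.016, adjusted 0.021, exact test). For MR in NRF2 KO the difference was 0.095 (p = 0.20, adjusted 0.20, exact test). The score was 1.98 ± 0.83 (SD, n = 5) in WT Con, 3.29 ± 0.53 (SD, n = 5) in WT MR, 3.87 ± 0.14 (SD, n = 6) in NRF2 KO Con and 3.96 ± 0.10 (SD, n = 6) in NRF2 KO MR. A cause in the deletion of Nfe2l2 cannot be told apart from a difference in the time of collection: the difference on MR, 0.67, is smaller than on Con and still past its exact test, and times of collection were not used here.

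Among the 6 WT Con mice the score ran with the mouse number (Pearson r = 0.817, permutation p = 0.029, adjusted 0.233 over a family of 8; Spearman rho = 0.83, permutation p = 0.058, adjusted 0.363), and r was 0.414 without the 2 farthest mice, so it fails the correction. Library size does not explain it, since r was 0.785 with every library thinned to the smallest. Time of day at collection in the order of the mouse numbers would give the same run in the other groups, where r was -0.370 in WT MR (permutation p = 0.49), 0.0447 in NRF2 KO Con (p = 0.93) and 0.261 in NRF2 KO MR (p = 0.62, permutation tests). With 6 mice in each group these values neither show nor exclude it, so it cannot be told apart from chance here.

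With the clock score as a covariate 7 genes were called for genotype on Con against 276, and 44 of 100 shuffles of the score within groups left as few, with a median of 14 and a range from 0 to 237. The score differs between these groups, and its use raised the median standard error from 0.137 to 0.246 (0.253 with shuffled scores). Whether clock phase lies behind the calls therefore cannot be told apart from the loss of precision. With the score the median of the NRF2 target genes on Con was -0.81. The score did not overlap between WT Con (0.70 to 2.93) and NRF2 KO Con mice (3.71 to 4.09). That fit extrapolates between the groups, so it cannot exclude clock phase as a cause of the lower NRF2 target genes.

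The interferon-stimulated genes fell under MR. Fewer macrophages in the liver may contribute: their markers had a median of -0.45 in WT MR against WT Con, against -0.65 for the interferon list, and as the macrophages themselves express interferon-stimulated genes, this explanation and a lower response in the same cells cannot be told apart.

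Medians of the other lists for MR in WT and in NRF2 KO were -0.54 and -0.44 for stellate cells, -1.19 and -0.25 for bile duct cells, -0.02 and -0.05 for endothelial cells, -0.87 and -0.47 for the cell cycle, -0.08 and -0.11 for B cells, -0.29 and 0.52 for T and NK cells, -0.83 and 0.24 for neutrophils (3 genes) and -0.10 and 0.16 for red blood cells. Macrophage markers had -0.28 in NRF2 KO. For acinar and adipose genes 1 of each list was tested, at -0.77 and -1.43 and -1.43 and -0.84. None of the lists of this paragraph with more than 1 gene tested was past the threshold with an estimated correlation. In camera at the fixed correlation the interaction passed for bile duct cells (0.81), T and NK cells (0.85), neutrophils (0.96), stellate cells (0.29), macrophages (0.15), female-biased genes (0.72) and male-biased genes (-0.52), and for none of these 7 lists with an estimated correlation.

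Other splits of the same mice were drawn for 40 results, 100 splits each with the real one included. Those of the 8 interaction results decide nothing, as said above, nor do those of R², most of which had no value, and of the 31 others 23 had fewer than 5% of splits as large. For MR in WT the number of the 100 splits with a result as large was 1 for genes called, 1 for pathway input genes, 1 for Drug Metabolism, 1 for Ribosome, 7 for Pentose Glucuronate, 3 for cholesterol and SREBP2, 1 for tRNA synthetases, 1 for NRF2 targets and 1 for interferon genes. For MR in NRF2 KO the numbers in the same order were 1, 1, 3, 1, 13, 2, 5, 1 and 1. For genotype on Con they were 3 for genes called, 8 for Drug Metabolism, 62 for Ribosome, 14 for Pentose Glucuronate, 54 for cholesterol and 3 for NRF2 targets, and on MR 1, 1, 1, 1, 51 and 1. For the interaction the tRNA synthetases had 85 and the interferon genes 60, besides the lists given above. With diet labels exchanged within genotype, R² was as large in 2 of the 100 splits, of which 88 had too few genes for a value, which decides nothing, and the number of genes called in both genotypes in 1 of the 100.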
